# Low-Dose BPA Exposure Alters the Mesenchymal and Epithelial Transcriptomes of the Mouse Fetal Mammary Gland

**DOI:** 10.1371/journal.pone.0063902

**Published:** 2013-05-21

**Authors:** Perinaaz R. Wadia, Nicolas J. Cabaton, Michael D. Borrero, Beverly S. Rubin, Carlos Sonnenschein, Toshi Shioda, Ana M. Soto

## Abstract

Exposure of rodent fetuses to low doses of the endocrine disruptor bisphenol A (BPA) causes subtle morphological changes in the prenatal mammary gland and results in pre-cancerous and cancerous lesions during adulthood. To examine whether the BPA-induced morphological alterations of the fetal mouse mammary glands are a) associated with changes in mRNA expression reflecting estrogenic actions and/or b) dependent on the estrogen receptor α (ERα), we compared the transcriptomal effects of BPA and the steroidal estrogen ethinylestradiol (EE2) on fetal mammary tissues of wild type and ERα knock-out mice. Mammary glands from fetuses of dams exposed to vehicle, 250 ng BPA/kg BW/d or 10 ng EE2/kg BW/d from embryonic day (E) 8 were harvested at E19. Transcriptomal analyses on the ductal epithelium and periductal stroma revealed altered expression of genes involved in the focal adhesion and adipogenesis pathways in the BPA-exposed stroma while genes regulating the apoptosis pathway changed their expression in the BPA-exposed epithelium. These changes in gene expression correlated with previously reported histological changes in matrix organization, adipogenesis, and lumen formation resulting in enhanced maturation of the fat-pad and delayed lumen formation in the epithelium of BPA-exposed fetal mammary glands. Overall similarities in the transcriptomal effects of BPA and EE2 were more pronounced in the epithelium, than in the stroma. In addition, the effects of BPA and EE2 on the expression of various genes involved in mammary stromal-epithelial interactions were suppressed in the absence of ERα. These observations support a model whereby BPA and EE2 act directly on the stroma, which expresses ERα, ERβ and GPR30 in fetal mammary glands, and that the stroma, in turn, affects gene expression in the epithelium, where ERα and ERβ are below the level of detection at this stage of development.

## Introduction

The endocrine disruptor bisphenol A (BPA) is ubiquitous in the environment. Its estrogenic activity was first identified in the 1930s [1]. Since the 1950s, BPA has been used in the manufacture of polycarbonate plastics, epoxy resins, dental sealants, as well as numerous other products [2], [3]. Measurable levels of BPA have been detected in human neonatal and adult serum, amniotic fluid, placenta, milk and urine [4]. Higher BPA levels in urine have been found in children when compared with adults [5]. Blood sampling revealed that internal exposures to the active, un-conjugated BPA in human serum are in the range of 0.5–10 ng/mL, with most studies suggesting an average internal exposure of approximately 1–3 ng/mL [6].

*In vitro* studies involving nuclear estrogen receptors have revealed that BPA is significantly less potent than estradiol-17β; for this reason, some considered it a “weak” estrogen (reviewed in [2]). However, studies involving fetal and perinatal exposure to low doses of BPA in rodents have documented persistent alterations in the structure and function of estrogen target tissues such as the hypothalamus [7], ovaries, vagina, uterus [8] and mammary glands [9]–[12]. At embryonic day 18 (E18), mammary glands of the BPA-exposed CD-1 mouse fetuses revealed accelerated differentiation of the fat pad and altered collagen localization in the mesenchyme, while a decrease in cell size, delayed lumen formation, and increased ductal area were observed in the epithelium [13]. In mice perinatally exposed to BPA, a delay in ductal invasion of the mammary stroma was observed at puberty, and increased lateral branching and terminal ends were observed at adulthood [9], [10]. The mammary glands of mice exposed perinatally to a low dose of BPA also exhibited a heightened response to estradiol during adult life [14] and developed intraductal hyperplasias, which are considered pre-neoplastic lesions [15]. Similarly, in the rat model, prenatal exposure to BPA resulted in the development of intraductal hyperplasias and carcinomas *in situ* [16]. Exposure to BPA during development was also linked to increased sensitivity of the rat mammary gland to chemical carcinogens [17], [18]. These studies clearly indicate that the fetal mammary gland is a target of BPA and that its effects exacerbate at puberty and beyond, long after exposure has ended.

In this study we determined whether transcriptional changes occurred in E19 peri-ductal stroma and epithelium of BPA-exposed fetal mammary glands at a dose which had previously been shown to result in morphological alterations at this time-point [13]. The analysis of these two compartments of the mammary gland was important as mammogenesis and carcinogenesis are mediated by stromal-epithelial interactions [19]. Transcriptional effects of BPA were compared with those of a potent steroidal estrogen, ethinylestradiol (EE2), to obtain insights into whether the biological effects of BPA were explained by its estrogenic activity. We also used ERα-null [ERα(−/−)] mice [20] to determine roles of estrogen receptor α (ERα) in the transcriptional actions of BPA and EE2. Our data indicate that BPA and EE2 differentially affect the transcriptomes of the fetal mammary epithelium and peri-ductal stroma, with an implication that these estrogenic compounds act directly on the stromal cells, which in turn affect gene expression in the epithelial cells.

## Methods

### Animals

Mice heterozygous for the ERα gene [ERα(+/−)] of C57BL/6 background were generously provided by Dr. Pierre Chambon [20]. Mice were maintained in temperature- and light-controlled (14-hr light, 10-hr dark cycle) conditions at the Tufts University School of Medicine animal facility. All animal procedures were approved by the Tufts University and Tufts Medical Center Institutional Animal Care and Use Committee in accordance with the Guide for Care and Use of Laboratory Animals. Cages and bedding tested negligible for estrogenicity by the E-SCREEN assay [21]; water was supplied from glass bottles only. Food (2018 Rodent Diet, Harlan Teklad; Indianapolis, IN) was supplied *ad libitum*; estrogenicity of feed was measured at <20 pmol of estrogen equivalents per gram [21].

Sexually mature ERα(+/−) male and ERα(+/−) female mice were mated. The morning of vaginal plug observation was designated E1. Mice were weighed and implanted, on the evening of E8, with Alzet osmotic pumps (Alza Corp., Palo Alto, CA) designed to deliver either 50% dimethylsulfoxide (vehicle control) or 250 ng BPA/kg BW/d or 10 ng EE2/kg BW/d (positive control for estrogenic action) dissolved in vehicle. The actual dose delivered to pregnant dams would be expected to decrease as pregnancy progressed due to increasing weight of the fetuses (the pregnant dams increased their body weight by 37% on average between E8 and E19). The treatment lasted until the mice were sacrificed on E19. Pregnant mice were injected with a sub-lethal dose of ketamine and xylazine and the fetuses were delivered by caesarean section and decapitated. The genotypes of fetuses were determined from tail snips [20], and only female ERα(+/+) and ERα(−/−) fetuses were used in the study. Female fetuses were identified by anogenital distance and confirmed by the presence of ovaries and uteri during dissection. One typical fetus was selected from each litter and subjected to analyses. Similarly, from each treated litter, only one fetus of each genotype [ERα(+/+) and ERα(−/−)] was sampled. This study was conducted in C57BL/6 mice, because this strain was found to be sensitive to BPA [14] and also because the ERα(−/−) mice, used in this study, were of this strain. Previous morphometric analyses of fetal mammary glands exposed to BPA had been conducted in the CD-1 mouse sacrificed at E18 [13]. A comparison of the development of fetal mammary glands of these two mouse strains demonstrated that the C57BL/6 at E19 is most comparable to the E18 stage in the CD1 mouse (Figure S1 and Table S1).

### Tissue Collection and Preparation

The fourth inguinal mammary glands of female fetuses (from three independent litters per treatment group for both ERα(+/+) and ERα(−/−) mice) were isolated with the aid of a stereo-microscope (Zeiss New York, NY) under RNAse-free conditions as described previously [13]. The glands were spread onto porous specimen collection bags and then placed in vials containing RNAlater (Invitrogen, Carlsbad, CA), for mRNA expression studies or fixed in 4% paraformaldehyde in 0.1 M phosphate buffered saline (PBS) for 18–20 hours at room temperature for histological analyses. The glands preserved in RNAlater at 4°C for 2–5 days were embedded with Optimal Cutting Temperature (OCT) compound and only one mammary gland/fetus was sectioned on a cryostat (Microm HM560) (18 µm thickness). The paraformaldehyde-fixed tissues were embedded in paraffin and sectioned on a microtome (Leica RM2155) (5 µm thickness).

### Laser Capture Microdissection

One mammary gland from each pup was sectioned in its entirety and all frozen sections were stained with the Arcturus HistoGene Frozen Section Staining kit (Applied Biosystems, Carlsbad, CA) under RNase-free conditions using the manufacturer’s protocol. Only sections containing epithelial ducts, which amounted to 4–6 sections/mammary gland, were used further. The peri-ductal stroma, which corresponded to approximately 100 µm from the outer boundary of the epithelium, and the epithelial ducts were separately captured using the Arcturus PixCell IIe Laser Capture Microdissection System (Applied Biosystems, Carlsbad, CA) (Figure S2). All the epithelium from one mammary gland was pooled into one tube while all of the peri-ductal stroma was collected in a second tube for a single sample of each treatment and genotype.

### RNA Isolation and Microarrays

Total RNA was isolated from the laser-captured tissue specimens using the Arcturus PicoPure RNA isolation kit (Life Technologies Corporation, Carlsbad, CA) and amplified using the Ovation Pico WTA System (NuGEN Technologies, San Carlos, CA). Amplified cDNA (5 µg/sample) was labeled with biotin using the Encore Biotin Module (NuGEN Technologies) and then hybridized to the Mouse Genome 430 2.0 Array (Affymetrix Santa Clara, CA) according to the manufacturer’s instructions. The extremely limited amounts of the laser-captured RNA samples prevented direct assessments of their integrity. However, size distributions of the amplified cDNA species determined by Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA) did not show any significant signs of RNA degradation. The 3′/5′ signal intensity ratios of housekeeping genes detected by Affymetrix microarrays were not greater than 2.0, supporting the integrity of the RNA samples.

The.CEL files were generated by Affymetrix GCOS and subjected to the Robust Multiarray Averaging (RMA) method of normalization using Partek Genomics Suite (Partek Inc., St. Louis, MO). The normalized microarray signal intensities were log transformed, and differentially expressed genes were identified by one-way ANOVA (p<0.05) using Partek or by Welch’s *t*-test (two-sided, p<0.05; further filtered for genes whose expression changed by at least 2-fold) using GeneSifter Analysis Edition v3.7 (Geospiza, Inc., Seattle WA). Because applications of multiple testing corrections (Bonferroni and Benjamini-Hochberg) to these microarray data sets resulted in excessive suppression of discovery power for identification of differentially expressed genes, the subsequent analyses were performed with genes selected without such corrections. Two-dimensional hierarchical clustering was performed using Partek, and Gene Ontology analysis was performed using GeneSifter. The signal intensities of specific transcripts of interest determined by microarrays were compared to identify significant differences between the treatment groups (t-test, p<0.05 cutoff).

### Real Time qRT-PCR

SYBR Green quantitative RT-PCR was performed as previously described [9]. Forward and reverse PCR primers were as follows: *Krt8* (F: gagtctgggatgcagaacatgag; R: gtgcggctgaaagtgttgg), *Fabp4* (F: ctggtgcaggtgcagaagt; R: aatttccatccaggcctctt), *PPARγ* (F: aggccgagaaggagaagctgttg; R: tggccacctctttgctctgctc), and *RPL19* (Ribosomal protein L19) (F: atcgccaatgccaactcc; R: tcatccttctcatccaggtca).

RNA isolated from an intact E19 mammary gland section was included as a positive control calibrator. The cycle threshold values of the gene of interest for each sample were normalized to the housekeeping gene (*RPL19*) followed by the calculation of fold-change in gene expression with respect to the calibrator sample.

### Immunohistochemistry

Paraffin sections were treated with xylene to remove paraffin and rehydrated through a series of alcohols and PBS. For antigen retrieval, sections were exposed to pepsin (0.1% in 0.01 N HCl, pH2.0; Sigma-Aldrich Co., MO) for 50 minutes at 37°C. Sections were incubated overnight at 4°C in a humid chamber with primary antibody for the focal adhesion protein Tenascin (1∶150 dilution, Millipore Corp, Billerica MA). Biotinylated goat anti-rabbit IgG (1∶150 dilution, Zymed, San Francisco, CA) was applied to sections for 1 hour in a humidified chamber at room temperature. Slides were rinsed with PBS and detection of positive cells was accomplished using alkaline phosphatase (Vectastain ABC-AP kit; Vector, Burlingame, CA). Samples were counterstained with Harris’ hematoxylin, dehydrated and mounted in a permanent mounting medium.

## Results

Mammary glands of E19 female fetuses, exposed to BPA (250 ng/kg BW/day), EE2 (10 ng/kg BW/day), or vehicle from E8 until E19, with ERα(−/−) and ERα(+/+) genotypes were harvested and the epithelium and peri-ductal stroma of these glands were separated by LCM. Accurate LCM capture of the epithelial and peri-ductal stromal compartments is shown in Figure 1A–C (and Figure S2). Expression of the mRNA transcripts for an epithelium-specific marker gene (*Krt8*, encoding cytokeratin 8) and the mammary stroma-specific marker genes (*Fabp4* and *PPARγ*, encoding fatty acid binding protein 4 and peroxisome proliferator activated receptor γ, respectively) demonstrated greater than 95% purity of each of these laser-captured compartments (Figure 1D).

**Figure 1:**
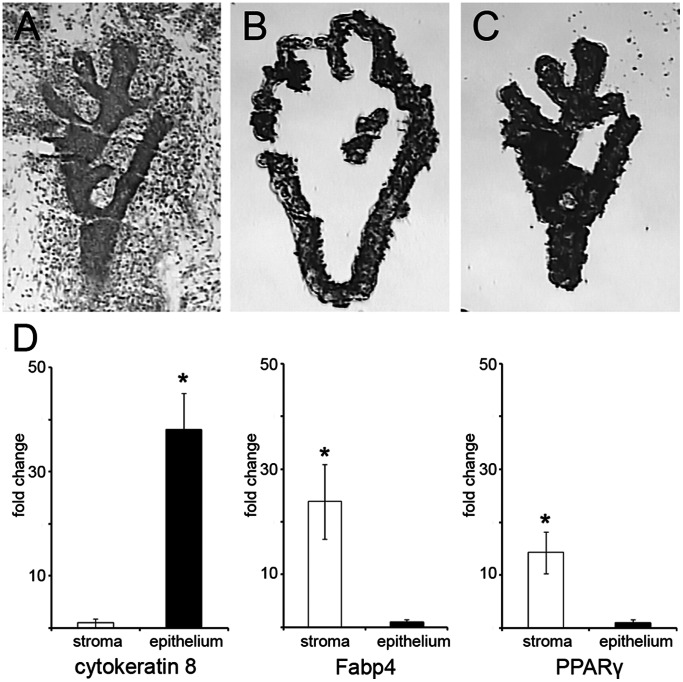
Isolation of the mammary epithelium and peri-ductal stroma. Laser capture microdissection of the epithelium and peri-ductal stroma of E19 mammary gland; (A) Frozen section stained with Histogene stain; (B) peri-ductal stroma surrounding the epithelium isolated on an HS LCM cap; (C) epithelium isolated on an HS LCM cap; (D) expression of genes specific to the peri-ductal stroma and epithelium assessed by Real-Time RT-qPCR. Data expressed as fold change relative to the tissue compartment with least expression (*p<0.05).

### Transcriptional Effects of BPA and EE2 on Fetal Mouse Mammary Stroma and Epithelium

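RNA from the epithelium and from the peri-ductal stroma within 100 µm of it, captured by laser from the fourth inguinal glands of fetuses at E19, was amplified and hybridized to Affymetrix mouse arrays, on which a probe set reports a transcript. The dams carried pumps from E8 that delivered 250 ng of BPA per kg per day, 10 ng of the synthetic estrogen EE2 per kg per day, or the vehicle, 50% DMSO. The 36 arrays formed 12 groups, with 3 arrays from 3 litters for each compartment, genotype and exposure. The deposited values were linear intensities, not the log values that the RMA step of the methods gives, and the paper's text does not state which scaling the deposited values received. The median signal of an array ranged from 10.9 to 66.8 (median 33.75), with means of 29.5 ± 9.19 (SD, n = 18) in the stroma and 40.5 ± 15.5 (SD, n = 18) in the epithelium. In the epithelium the log2 array median of the BPA-exposed glands was 0.90 above that of the vehicle glands (exact permutation test, two-sided, p = 0.0216, adjusted p = 0.0864 over 4 comparisons). The corresponding differences were 0.53 for EE2 in the epithelium, 0.27 for BPA in the stroma and 0.02 for EE2 in the stroma, with adjusted p of 0.368, 0.635 and 0.948 from the same exact permutation test. The 3′ to 5′ signal ratio of the Gapdh control probe sets ranged from 5.09 to 20.8, and that of b-actin from 0.605 to 1.44. In the epithelium the Gapdh ratio was 10.6 ± 1.77 after vehicle, 7.19 ± 1.61 after BPA and 7.99 ± 2.80 after EE2, and in the stroma 12.0 ± 2.21, 10.8 ± 2.13 and 12.9 ± 5.63 (SD, n = 6). In EE2-exposed stroma it was 8.24 ± 2.61 in ERα(+/+) and 17.5 ± 2.92 in ERα(−/−) mice (SD, n = 3), without overlap. The stroma of these genotypes had 12.1 ± 2.55 and 9.55 ± 0.34 after BPA, and 11.2 ± 2.98 and 12.9 ± 1.11 after vehicle (SD, n = 3). How this ratio bears on the genotype comparisons was not tested. Values were raised to at least 0.1 and taken to log2, and each compartment was fitted with limma over its 6 groups with Benjamini-Hochberg adjustment over all probe sets. The stroma and the epithelium of a gland were compared within the 18 glands. Log2 changes of 3 added to simulated values of 200 probe sets gave a call for 26.5% of them in the stroma and 51% in the epithelium for BPA with both genotypes together, and for 4.5% and 16% in ERα(+/+) mice alone. Changes of 1 gave none in either compartment. The number of arrays limits the precision of every value.

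**Figure D1:**
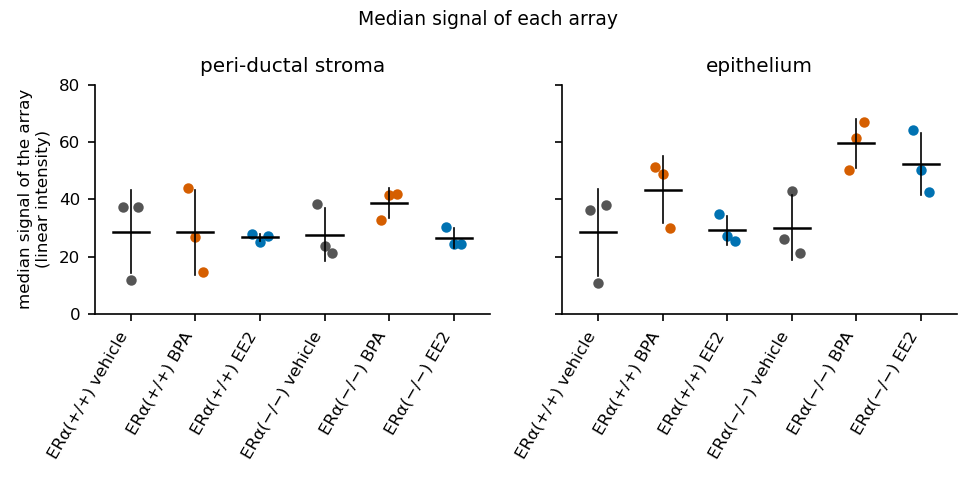
Median signal of each array in linear intensity, by exposure and genotype, in the peri-ductal stroma and the epithelium. Points are arrays, bars are means and whiskers are SD (n = 3). The epithelium of BPA-exposed ERα(−/−) mice had the highest mean, 59.5.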

In order to determine transcriptional effects of fetal exposure to BPA and EE2 in the epithelial and stromal compartments of fetal mouse mammary glands, mRNA expression profiles of the LCM-captured tissues were examined by Affymetrix microarray. Principal component analysis (PCA) on their transcriptomal profiles revealed a clear separation of the epithelial and stromal compartments (Figure 2A), confirming the absence of significant cross contaminations between these two distinct compartments. 

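Genes of epithelial identity had far lower signals in the peri-ductal stroma than in the epithelium of the same gland. Krt8, a keratin of simple epithelia, had a signal of 123 ± 123 in the stroma and 2268 ± 1060 in the epithelium (SD, n = 18), a log2 change of −4.65 (standard error 0.32, adjusted p = 1.23e-08 from limma). Prss8, a serine protease of epithelial membranes, fell by 6.14 (0.54, 1.72e-07), and the splicing regulator Esrp1 fell by 5.16 (0.43, 9.88e-08), both on the log2 scale. In the stroma, Agtr2, an angiotensin receptor, was higher by 2.35 (0.28, 6.3e-06), the fibrillar collagen Col5a2 by 2.43 (0.33, 3.05e-05), and Tyrobp, an adaptor of myeloid cells, by 1.81 (0.20, 2.63e-06). Of 38 measured markers of epithelium, 37 were lower in the stroma and none was higher (38 lower when adjusted over the list alone), among them Cdh1 with −4.15 and Krt14 with −3.55. Of 29 fibroblast markers, 25 were higher, including Lum with 1.97 and Dcn with 2.32 (27 higher and 1 lower when adjusted over the list alone). All 21 endothelial markers, 22 of 29 leukocyte markers and 12 of 13 adipocyte markers were also higher in the stroma (21, 25 and 12 when adjusted over the list alone), with Lyve1 at 2.87, C1qb at 2.56 and Adipoq at 2.08. These marker lists stood apart from other genes in camera with its preset correlation (adjusted p from 3.88e-31 to 1.9e-12). With an estimated correlation the calls held for epithelium, fibroblasts, endothelium and leukocytes, while adipocyte markers had an adjusted p = 0.0534 with an estimated correlation. Over all probe sets, 9607 differed between the compartments at an adjusted p under 0.05, 2034 higher and 7573 lower in the stroma, with a median change of −0.35. After quantile normalization there were 3607 higher and 3667 lower. The second principal component, 9.84% of the variance, lay between the compartments for 70.6% of its own variance (permutation test, p = 1e-05, the smallest possible, adjusted p = 3e-05), and 16 of 18 stroma arrays lay beyond all epithelium arrays. The overlap came from epithelium ERα(+/+) BPA replicate 1, at −21.08 on this component. The next epithelium array lay at 3.15, and the highest stroma array at −10.63. After quantile normalization the compartments parted on the first component, for 88.9% of its variance, with no overlap and 18 of 18 stroma arrays beyond all epithelium arrays. The paper first reports high purity of the captured compartments from RT-qPCR of Krt8, Fabp4 and PPARγ. It takes the separation of the profiles as further evidence of no significant cross contamination.

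**Figure D2:**
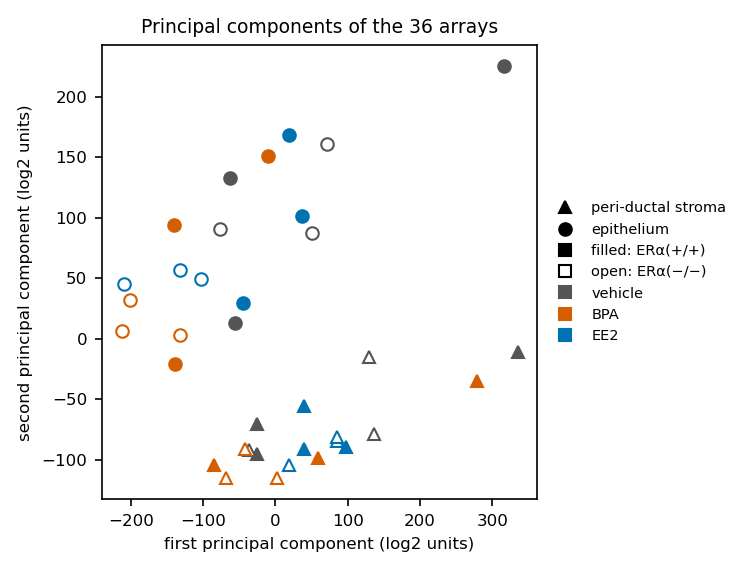
First and second principal components of the 36 arrays in log2 units. Each symbol is an array, and shape, fill and color give its compartment, genotype and exposure. The compartments part along the second component, where 16 of 18 stroma arrays lie beyond all epithelium arrays.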

As expected from the PCA which can identify only gross variability [22], [23], no significant transcriptomal changes caused by the deficiency of ERα (Figure 2B) or exposure to the estrogenic compounds were observed (Figure 2C). Likewise the morphological differences observed in the mammary glands at this age between the stroma and epithelium is obvious, while the difference due to hormone treatment is subtle.

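A single gene differed between the genotypes in the peri-ductal stroma. Slc26a1, a sulfate transporter, had a signal of 11.9 ± 3.82 in ERα(−/−) mice and 1.01 ± 0.404 in ERα(+/+) mice (SD, n = 9), a log2 change of 3.61 (standard error 0.34, adjusted p = 0.000383 from limma) with no overlap of the arrays. Both means lie at the dim end of the arrays, and with 16 added to every value the change was 0.70 (adjusted p = 0.436, the highest over the alternatives, which started at 6.81e-05). The adhesion molecule Ncam1 had a log2 change of 3.83 in the same comparison (standard error 0.66, adjusted p = 0.401). In the epithelium no gene passed, and Apobec2 had 2.98 (standard error 0.51, adjusted p = 0.167). Adipocyte markers in ERα(−/−) epithelium lay a median of 1.20 above other genes (adjusted p = 0.011 from camera), skeletal muscle markers lay 0.99 above, and ribosomal protein genes lay at −0.29 (adjusted p = 0.0422 for each). High muscle signals lay on 2 of the 9 ERα(−/−) epithelium arrays, BPA replicate 1 and EE2 replicate 3. Each of these lists had an adjusted p = 0.989 with an estimated correlation. With unadjusted p under 0.05, 1723 probe sets differed between genotypes in the stroma, 1314 of them higher in ERα(−/−) mice, and 3692 in the epithelium, 3546 of them higher. After quantile normalization 958 were higher and 1025 lower in the stroma, and 1040 higher and 1424 lower in the epithelium. The methods' t-test with at least a 2-fold change gave 1207 and 2177. The first principal component held 18.7% of the variance and followed the log2 median of the array (Pearson's r = −0.99, Spearman's rho = −0.98, permutation p = 1e-05 for each, the smallest possible, adjusted p = 3e-05, r = −0.98 without the 2 arrays of most extreme median). Within the stroma r was −0.991, and within the epithelium it was −0.993. Genotype accounted for 7.3% of this component and 2.1% of the second (adjusted permutation p = 0.18 for each), and exposure for 14.4% and 5.5% (adjusted p = 0.058 for each). The stroma and epithelium arrays of a gland may not be independent for genotype and exposure, which could make these p too small.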

**Figure 2:**
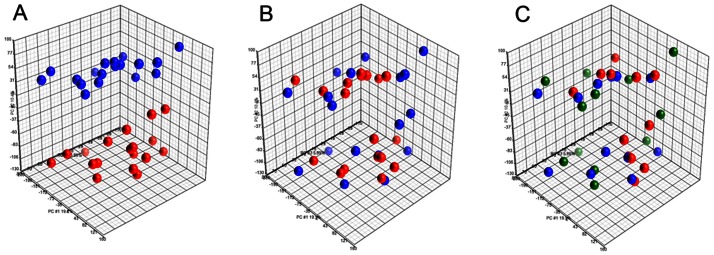
Principal Component Analysis of the global gene expression profile. Principal Component Analysis of the microarray data of E19 mammary glands indicating differences in global gene expression (A) between the epithelium (red) and peri-ductal stroma (blue); (B) between ERα(+/+) (blue) and ERα(−/−) mice (red) and (C) between the three treatment groups: BPA (red), EE2 (blue) and vehicle (green).

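None of the probe sets of the peri-ductal stroma passed an adjusted p of 0.05 for either exposure in limma. Mmp7, a matrix metalloproteinase, had 2.87 ± 1.71 after BPA and 12.9 ± 5.54 after vehicle (SD, n = 6), a log2 change of −2.30 (standard error 0.46, adjusted p = 0.912 from limma). Both means lie at the dim end of the arrays, and the change ran from −2.56 to −0.60 over the alternatives. Ykt6, a protein of vesicle fusion, had 70.8 ± 34.1 after BPA and 6.35 ± 7.40 after vehicle (SD, n = 6), a change of 4.05 (0.79, 0.912). After EE2, Cdkn1a, an inhibitor of the cell cycle, had 177 ± 88.3 against 31.5 ± 27.0 (SD, n = 6), a change of 2.95 (0.67, 0.967). Markers of epithelium had a median change after BPA that lay 0.57 below that of all genes (−0.57, adjusted p = 0.00104 from camera), with 2 of 38 lower and none higher at unadjusted p under 0.05. The median for keratinised epidermis lay at −0.50 (adjusted p = 0.0221), and that for oxidative phosphorylation at 0.11 (adjusted p = 0.0276). None of these members passed when adjusted over the list alone, and each list had an adjusted p = 0.974 with an estimated correlation. After EE2, 22 markers of skeletal muscle had a median change of 2.06 (adjusted p = 7.7e-08 from camera, adjusted p = 0.998 with an estimated correlation), and 3 stroma arrays of ERα(+/+) EE2, ERα(−/−) BPA and ERα(−/−) EE2 mice held high muscle signals. At unadjusted p under 0.05, BPA gave 2047 probe sets (1438 higher, 609 lower) and EE2 gave 2036 (855 higher, 1181 lower). After quantile normalization BPA gave 1276 higher and 1273 lower. The median of all probe sets changed by 0.16 with BPA. The methods' t-test with at least a 2-fold change gave 1332 for BPA and 1390 for EE2, and 0 for each after Benjamini-Hochberg adjustment.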

In the peri-ductal stroma, hierarchical clustering analysis on 2036 genes pre-selected by ANOVA for differential expression (p<0.05) between vehicle and BPA or vehicle and EE2 demonstrated clear separation of their mRNA expression profiles along the three exposure groups (Figure 3). In this heatmap, five distinct clusters of genes were recognized as shown in Table S2. 

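The methods' one-way ANOVA over the exposures, with both genotypes together, selected 1760 probe sets of the stroma at unadjusted p under 0.05. They make up 3.90% of all and carry 1272 gene symbols. Each was given the pattern closest to its mean values in vehicle, BPA and EE2. Of these probe sets, 294 were high in vehicle alone (cluster 1), 410 were low in vehicle alone (cluster 4), and 391 were high after BPA alone (cluster 5). Another 454 were low after EE2 alone (cluster 2), 81 were high after EE2 alone (cluster 3), and 130 were low after BPA alone, a pattern outside the clusters named. The union of the ANOVA contrasts of vehicle with BPA and with EE2, another reading of the paper's wording, selected 3673, of which 42.6% were in clusters 2, 3 and 5 and 49.0% in these or low after BPA alone. Without stroma ERα(+/+) BPA replicate 3 the number selected was 2733. This array and stroma ERα(+/+) vehicle replicate 2 are dim, with medians of 14.6 and 12.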

Figure 3 also shows a heatmap of the same hierarchical clustering analysis on 5348 genes selected by ANOVA (p<0.05), expressed in the epithelial compartment. 

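In the epithelium Pde8b, a phosphodiesterase of cyclic AMP, had a signal of 65.4 ± 49.3 after BPA and 9.28 ± 9.18 after vehicle (SD, n = 6), a log2 change of 3.44 (standard error 0.50, adjusted p = 0.0999 from limma). Over the alternatives its adjusted p ran from 0.0228 to 0.356. Tspan18, a tetraspanin, had 165 ± 82.8 and 45.4 ± 41.8 (SD, n = 6), a change of 2.49 (0.39, 0.106). After EE2, Wnt10b, a secreted ligand active in the early mammary bud, had 2.58 ± 1.72 against 35.2 ± 22.8 (SD, n = 6), a change of −3.65 (0.56, 0.174), and Med13, a subunit of the Mediator complex, had 474 ± 427 against 26.1 ± 13.9 (SD, n = 6), a change of 4.09 (0.66, 0.174). Adipogenesis genes lay 0.99 above other genes at the median after BPA (adjusted p = 0.000102 from camera, adjusted p = 0.994 with an estimated correlation), with 22 of 55 higher and none lower at unadjusted p under 0.05. They include Nr1h3, the oxysterol receptor, at 2.94 and Dgat2, an enzyme of triglyceride synthesis, at 2.31. Endothelial markers lay 1.26 above other genes (adjusted p = 0.037) and keratinised epidermis markers at −0.54 (adjusted p = 0.00716), and each had an adjusted p = 0.994 with an estimated correlation. Among leukocyte markers 2 were higher when adjusted over the list alone, against 0 over all genes. Most adipogenesis genes and most endothelial and leukocyte markers are also higher in the stroma than in the epithelium. Stromal RNA in these epithelial captures was not tested as a source of the changes. No probe set passed an adjusted p of 0.05 after BPA in limma. After EE2 a single probe set without a gene symbol passed, with 103 ± 97.9 against 2.98 ± 1.47 (SD, n = 6) and a change of 4.82 (standard error 0.63, adjusted p = 0.05 from limma after rounding up). It did not pass in limma after quantile normalization (adjusted p = 0.217) or with 16 added to every value (adjusted p = 0.145). Of 100 groupings of the arrays, the real one included, 18 called at least as many probe sets. At unadjusted p under 0.05 BPA gave 7968 probe sets (7792 higher, 176 lower) and EE2 4005 (3676 higher, 329 lower). The median of all probe sets changed by 0.68 with BPA and 0.40 with EE2. After quantile normalization BPA gave 1643 higher and 2173 lower, and EE2 1551 higher and 1712 lower. Without epithelium ERα(+/+) vehicle replicate 3, 229 probe sets passed after BPA and 10 after EE2 in limma.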

The size of the gene clusters representing differential transcriptional effects of BPA and EE2 (*i.e.,* sum of numbers of genes belonging to clusters 2, 3, and 5) were remarkably smaller in the epithelium compared with those of the peri-ductal compartment (459 of 5348 genes for the epithelial compartment *versus* 789 of 2036 genes for the stromal one; p<0.001-Fisher Exact Test). These results suggest that the transcriptional response of peri-ductal stromal cells partially distinguishes the two estrogenic agents (BPA and EE2) whereas the response to these agents by epithelial cells was largely identical. 

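The same ANOVA selected 4983 probe sets of the epithelium, 11.05% of all, with 3448 gene symbols. Of them 3471 were low in vehicle alone, 1109 were high after BPA alone, 174 were low after EE2 alone, 135 were high after EE2 alone, 54 were high in vehicle alone and 40 were low after BPA alone. After quantile normalization 3016 were selected, of which 869 were low and 852 high in vehicle alone, 564 low and 211 high after BPA alone, and 311 low and 209 high after EE2 alone. The patterns of clusters 2, 3 and 5, which separate BPA from EE2, held 926 of 1760 probe sets in the stroma, 52.6%, and 1418 of 4983 in the epithelium, 28.5%. With the pattern low after BPA alone, which also separates them, they held 1056 (60%) and 1458 (29.3%). The odds were 2.79 times as high in the stroma for the first set (Fisher's exact test, two-sided, p = 1.64e-72) and 3.63 times for the second (p = 1.32e-113), a test that takes probe sets of the same arrays as independent, which they are not. Of 100 labellings of the arrays, the real one included, 18 gave as large a difference in share for the first set. For the second set 6 of 100 did. After quantile normalization the shares in stroma and epithelium were 37.3% and 24.2% for the first set and 52.4% and 42.9% for the second. Without the 3 dimmest arrays they were 65.8% and 38.6%, and 69.4% and 40.2%. With average linkage clustering the first set had 42.9% and 8.75%. Leaving out each array in turn, it ranged from 44.7% to 59.3% in the stroma and from 20.7% to 46.2% in the epithelium, the ranges overlapping, with the highest epithelial share without ERα(−/−) EE2 replicate 1.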

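A direct comparison of BPA with EE2 gave no probe set at an adjusted p under 0.05 in limma in the peri-ductal stroma or in the epithelium. In the stroma Mmp7, whose signal after BPA was dim, had a log2 change of −2.62 between BPA and EE2 (adjusted p = 0.603, and 0.15 to 1 over the alternatives). The change ran from −2.88 to −0.74 over the alternatives. Adipogenesis genes had a median in BPA stroma that lay 0.27 above that of other genes (adjusted p = 0.00528 from camera, adjusted p = 0.956 with an estimated correlation), while skeletal muscle markers lay at −1.38 (adjusted p = 1.11e-05, also lost at adjusted p = 0.956 with an estimated correlation). High muscle signals lay on 2 EE2 arrays and 1 BPA array of the stroma. In the epithelium oxidative phosphorylation genes lay 0.10 higher after BPA (adjusted p = 0.0158, adjusted p = 0.998 with an estimated correlation). Among stress genes of the stroma 2 were higher after BPA when adjusted over the list alone. At unadjusted p under 0.05, 1692 probe sets differed between BPA and EE2 in the stroma and 1903 in the epithelium, and the methods' t-test with a 2-fold change gave 1344 and 1297. Of the unadjusted ones, 78.49% were higher after BPA in the stroma and 86.5% in the epithelium, and 51.4% and 46.05% after quantile normalization. Across all probe sets, which are not independent replicates, the log2 changes of BPA and EE2 against the same vehicle arrays had a Pearson's r of 0.581 in the stroma and 0.661 in the epithelium. With the vehicle arrays divided between the exposures, r was 0.0341 and 0.0851. Simulated arrays with no exposure effect but shared vehicle arrays gave a mean r of 0.482 in the stroma and 0.489 in the epithelium. A change of exposure effect between compartments was also tested, and limma called no probe set for BPA (2514 at unadjusted p under 0.05) or EE2 (2483). From the cluster sizes the paper proposes that the stroma partially distinguishes the agents and that the epithelial responses were largely identical.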

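No gene passed in a test of the difference between the responses of ERα(+/+) and ERα(−/−) mice. In the peri-ductal stroma Homer2, a scaffold protein of synapses, had an interaction with BPA of −7.55 on the log2 scale (standard error 1.52, adjusted p = 1 from limma). In the epithelium Tac4, a tachykinin, had −5.80 (1.02, 0.54), and Mageb16 had 5.03 (1.04, 1). Extracellular matrix genes of the stroma lay at −0.30 against other genes in the BPA interaction (adjusted p = 0.0312 from camera, adjusted p = 0.993 with an estimated correlation). In the epithelium endothelial markers lay at −1.33 and skeletal muscle markers at −1.46 (adjusted p = 0.0302 for each, adjusted p = 0.969 with an estimated correlation for each). Among the epithelium arrays of the BPA interaction, the median log2 signal of the muscle markers was highest on ERα(−/−) BPA replicate 1, 8.156. ERα(+/+) vehicle replicate 1 had 6.711, and the next array had 5.393. No probe set had an interaction of genotype with BPA or with EE2 at an adjusted p under 0.05 in limma, in either compartment. At unadjusted p under 0.05 there were 1658 for BPA and 1800 for EE2 in the stroma, and 1564 and 2710 in the epithelium. After quantile normalization EE2 had 1 in the epithelium. The median interaction of all probe sets was −0.45 for BPA in the stroma and −0.38 for EE2 in the epithelium.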

The absence of ERα did not significantly alter the global transcriptional responses to BPA and EE2 of either compartment. This result suggests that ERα may not play a major role as a mediator of the BPA effects observed during fetal life. However, these observations do not rule out involvement of ERα for the regulation of a small set of transcripts as shown below.

**Figure 3:**
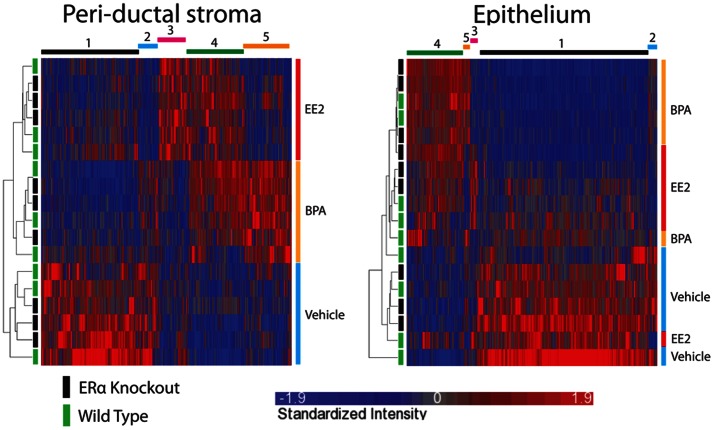
Hierarchical Clustering Analysis of the global gene expression profile. Effect of fetal exposure to BPA, EE2 and vehicle on the transcriptomal profiles of (A) peri-ductal stroma and (B) epithelium: hierarchical clustering analysis. Status for ERα is indicated on the left (Green: ERα(+/+), Black: ERα(−/−)) and treatment is indicated on the right of the heat maps. Unique gene clusters observed are shown on the top of the heat maps.

### BPA Effects on mRNA Expression of Genes in the Mammary Peri-ductal Stroma Correlates with Morphological Changes

Gene Ontology (GO) analysis on genes with altered mRNA expression following fetal exposure to BPA in the peri-ductal stroma of ERα(+/+) mice pointed to alterations in the focal adhesion pathway (Z-scores: up-regulation by BPA = 1.08, down-regulation by BPA = 2.3). 

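Among 152 measured genes of focal adhesion, which link cells to the matrix through integrins, none passed an adjusted p of 0.05 after BPA in the peri-ductal stroma of ERα(+/+) mice, over all genes or when adjusted over the list alone. At unadjusted p under 0.05, 2 had a higher and 1 a lower signal. Itga7, an integrin receptor of laminin, had a log2 change of 1.97 (standard error 0.71, adjusted p = 1 from limma). Vegfb, a growth factor of vessels, had 2.36 (0.92, 1), and Itga1, a collagen receptor, had −1.94 (0.89, 1). The list's median change lay 0.02 above that of all genes (adjusted p = 0.815 from camera), and 0.14 above after quantile normalization (adjusted p = 0.414). Matrix genes of the stroma lay at −0.20 (adjusted p = 0.0746), and Mxra8, a matrix adhesion protein, had −1.29 (standard error 0.58). Other lists passed camera in this comparison. Adipogenesis genes lay at 0.59 (adjusted p = 0.00228), adipocyte markers at 0.59 (0.0195) and proliferation genes at −0.35 (0.0384). Markers of epithelium lay at −0.58 and those of keratinised epidermis at −1.55 (adjusted p = 0.0117 for each). All had an adjusted p = 0.874 with an estimated correlation. Over all probe sets limma called 0, with 1727 at unadjusted p under 0.05 (706 higher, 1021 lower). The methods' t-test with a 2-fold change gave 701 (320 higher, 381 lower) and 1 after Benjamini-Hochberg adjustment.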

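In the peri-ductal stroma of ERα(+/+) mice, Tnc, Vcan, Col5a3 and Ccnd1 had lower signals after BPA than after vehicle on every array at the probe sets printed in Table 1. Tnc, a matrix glycoprotein, had 999 ± 309 after BPA and 2130 ± 312 after vehicle (SD, n = 3), a log2 change of −1.13 (standard error 0.63, adjusted p = 1 from limma). Vcan, a matrix proteoglycan, had 418 ± 194 and 1105 ± 261 (SD, n = 3), a change of −1.51 (0.66, 1). Col5a3, a collagen chain, had 427 ± 105 and 858 ± 103 (SD, n = 3), a change of −1.03 (0.67, 1). Ccnd1, the cyclin of the G1 phase, had 509 ± 197 and 1029 ± 185 (SD, n = 3), a change of −1.07 (0.68, 1). Brighter probe sets of Vcan had changes of −0.95 without overlap and −0.88 and −0.25 with overlap (the last with means of 1026 and 1191), and Ccnd1 had −0.37 at a brighter and −0.11 at a dimmer probe set, both with overlap. At the printed probe sets the arrays did not overlap (exact permutation test, two-sided, p = 0.1, the smallest that 3 arrays against 3 allow, which chance reaches for 10% of genes). The study chose the genes on these arrays, so they are not independent evidence of the direction, and adjusted over the table alone their p ran from 0.14 to 0.142. In ERα(−/−) stroma the log2 changes were 0.07 for Tnc, −0.04 for Vcan, 0.57 for Col5a3 and 0.33 for Ccnd1. The difference between genotypes was −1.19 for Tnc, −1.59 for Col5a3 and −1.40 for Ccnd1, with an adjusted p of 1 for each in limma. After EE2 in ERα(+/+) mice, Tnc had −0.74. Ccnd1 is expressed more in epithelium than in stroma (log2 change −1.67). The array medians of these groups were 28.5 ± 14.8 after BPA and 28.8 ± 14.5 after vehicle (SD, n = 3).

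**Figure D3:**
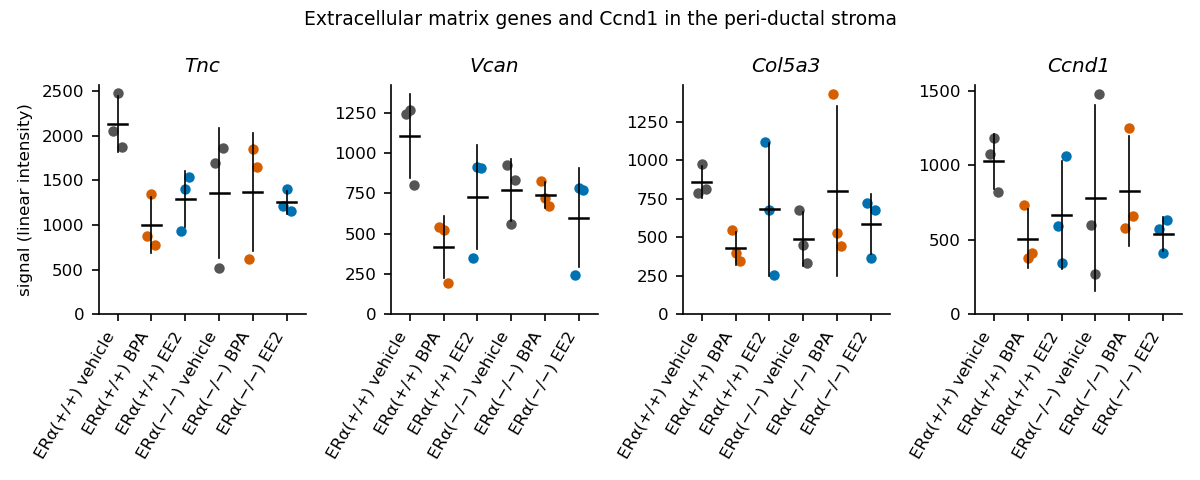
Signal in linear intensity of Tnc, Vcan, Col5a3 and Ccnd1 in the peri-ductal stroma by exposure and genotype. Points are arrays, bars are means and whiskers are SD (n = 3). In ERα(+/+) mice the BPA arrays of each gene lie below the vehicle arrays.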

Expression of the mRNA transcripts for genes encoding the extracellular matrix components, such as tenascin (*Tnc*), was significantly down-regulated along with other extracellular matrix components (Table 1) in the BPA-exposed mice. Agreeing with this observation made by mRNA microarray analysis, immunohistochemical examination demonstrated a significantly decreased expression of tenascin protein in the peri-ductal stroma of BPA-exposed mice (Figure 4). Additionally, the actin-binding protein filamin b (Flnb) was up-regulated by BPA exposure (signal intensity in arbitrary units were 31.8±4.2 and 445.6±245.3 for vehicle- and BPA-exposed mice, respectively). These results correlate with our previous findings showing profound changes in matrix organization in the peri-ductal stroma [24]. This in turn may alter the biomechanical properties of the cells within it which reorganize their cytoskeleton, as suggested by the expression of filamin b.

**Figure 4:**
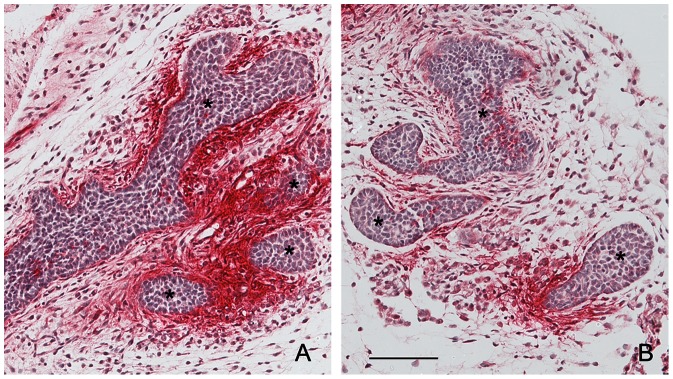
Localization of TnC in the fetal mammary gland. Immunohistochemical localization of TnC in (A) vehicle and (B) BPA-exposed mammary glands of ERα(+/+) mice at E19. Red alkaline phosphatase staining of TnC is observed in the peri-ductal stroma. (*epithelial ducts; scale bar = 100 µm).

**Table 1:** Focal adhesion-pathway in the stroma.

				Signal Intensity				
Gene Name	Gene ID	Probe Set ID	Gene Identifier	Vehicle±SEM	BPA±SEM	Fold-change	p-value	Direction in BPA group
Tenascin C	Tnc	1416342_at	NM_011607	2130.30±179.92	998.56±178.57	2.13	0.0111	Down
Versican	Vcan	1447887_x_at	AV245031	1104.93±150.68	417.9±112.01	2.64	0.0248	Down
Asp6 mRNA for adipocyte-specific protein 6	Col5a3	1419703_at	NM_016919	858.20±59.42	427.36±60.53	2.01	0.0071	Down
Cyclin D1	Ccnd1	1417420_at	NM_007631	1028.56±107.10	508.73±113.99	2.02	0.0295	Down

Genes involved in the ontology category of the ‘focal adhesion’ pathway altered in the peri-ductal stroma of ERα(+/+) BPA mice compared to ERα(+/+) Vehicle mice. (The Affymetrix probe ID and gene identifier are mentioned for each transcript of interest).

Although the adipogenesis pathway did not appear to be altered in our microarray data, significant changes in mRNA expression of several genes involved in adipogenesis were detected. 

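Of 55 measured genes of adipogenesis and lipid storage, none passed an adjusted p of 0.05 after BPA in the peri-ductal stroma of both genotypes, over all genes or when adjusted over the list alone, while 7 were higher and none lower at unadjusted p under 0.05. The list's median change lay 0.60 above that of all genes (adjusted p = 4.18e-06 from camera, adjusted p = 0.974 with an estimated correlation), and 0.35 without ERα(−/−) vehicle replicate 3. Fry, which tests whether the genes move on balance one way and does not compare them with other genes, gave an adjusted p = 0.975. Cidec, a protein of lipid droplets, had a log2 change of 1.56 (standard error 0.52, adjusted p = 0.993 from limma). Scd1, a desaturase of fatty acids, had 1.31 (0.55, 0.993), Plin4, another coat protein of lipid droplets, had 1.46 (0.63, 0.993), and Pnpla2, a lipase of triglycerides, had 1.12 (0.52, 0.993). Of 13 adipocyte markers, 2 were higher at unadjusted p under 0.05, and their median lay 0.65 above all genes (adjusted p = 0.00143 from camera). No list called by camera for an exposure or for genotype held with an estimated correlation.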

In the peri-ductal stroma of both ERα(+/+) and ERα(−/−) mice, significant increases in the expression of *PPARγ*, a master gene of adipogenesis, as well as other adipogenic genes such as low density lipoprotein receptor (*Ldlr*), G protein-coupled receptor 81 (*GPR81*), and *Fabp4* were observed in the BPA-exposed mammary glands (Table 2). This increased expression of genes involved in adipogenesis is consistent with our previous observations at E18 showing an increase in the number of adipocytes containing lipid droplets and expressing Fabp4, in the peri-ductal stroma of BPA-exposed mice [24].

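Hcar1, the gene of GPR81, a lactate receptor of adipocytes, had a signal of 280 ± 126 after BPA and 57.5 ± 44.7 after vehicle (SD, n = 6) in the peri-ductal stroma of both genotypes. The methods sample 1 fetus of each genotype per litter, so that the 6 arrays of an exposure may come from 3 litters, which the tests do not take into account. The arrays did not overlap (exact permutation test, two-sided, p = 0.00216), ranging from 149.4 to 492.2 after BPA and from 3.8 to 120.4 after vehicle. The log2 change was 2.87 (standard error 0.79), with an adjusted p = 0.993 over all probe sets in limma and 0.00648 over the genes of the table alone, which the study chose on these arrays. It was 2.66 in ERα(+/+) and 3.08 in ERα(−/−) mice (interaction −0.42, adjusted p = 1), and 0.87 after EE2. Pparg, a regulator of fat cell formation, had 1292 ± 687 and 739 ± 385 (SD, n = 6), a change of 0.78 (0.52, 0.993, exact permutation p = 0.143). Fabp4, a fatty acid carrier of adipocytes, had 1096 ± 587 and 666 ± 421 (SD, n = 6) at the probe set printed in Table 2, a change of 0.77 (0.51, 0.993, exact permutation p = 0.123). Another, brighter probe set of Fabp4 had means of 10098.2 and 7674.6, a change of 0.45 (exact permutation p = 0.11). The brightest had 13380.4 and 11521.2, a change of 0.23 (exact permutation p = 0.0455, adjusted p = 0.993 from limma). The dimmest had 574.9 and 419.1, a change of 0.70 (exact permutation p = 0.216).

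**Figure D4:**
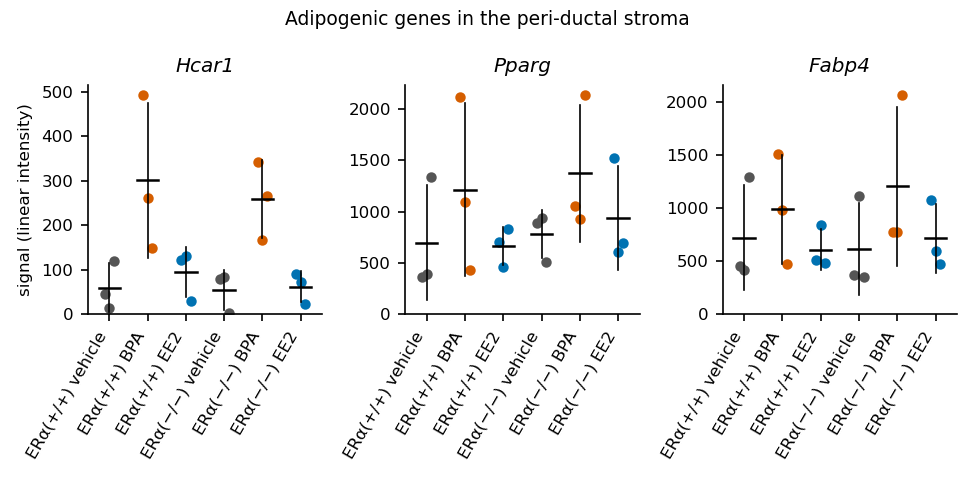
Signal in linear intensity of Hcar1, Pparg and Fabp4 in the peri-ductal stroma by exposure and genotype. Points are arrays, bars are means and whiskers are SD (n = 3). The BPA arrays of Hcar1 lie between 149.4 and 492.2, above the vehicle arrays.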

**Table 2:** Adipogenesis in the stroma.

				Signal Intensity				
Gene Name	Gene ID	Probe Set ID	Gene Identifier	Vehicle±SEM	BPA±SEM	Fold-change	p-value	Direction in BPA group
Peroxisome proliferator-activated receptorgamma	Pparg	1420715_a_at	NM_001127330	618.64±124.17	1463.74±271.63	2.36	0.0323	Up
Fatty acid bindingprotein 4	Fabp4	1425809_at	NM_024406	8594.94±230.60	10814.46±604.64	1.26	0.0178	Up
Low densitylipoproteinreceptor	Ldlr	1459403_at	NM_010700	44.56±7.43	163.88±23.09	3.67	0.0048	Up
G protein-coupledreceptor 81	GPR81	1438411_at	NM_175520	57.47±18.26	279.68±51.38	4.87	0.0060	Up

Genes involved in adipogenesis, identified in the peri-ductal stroma of vehicle versus BPA-exposed mice. Data from ERα(+/+) and ERα(−/−) mice for both treatment groups was pooled for this analysis. (The Affymetrix probe ID and gene identifier are mentioned for each transcript of interest).

### BPA Effects on mRNA Expression of Genes in the Mammary Epithelium Correlates with Morphological Changes

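Genes on either side of apoptosis had members with higher signals after BPA in the epithelium of ERα(+/+) mice, and none passed an adjusted p of 0.05, over all genes or when adjusted over the list alone. Of 38 measured anti-apoptotic genes, 4 were higher and none lower at unadjusted p under 0.05. Among them Aven, an inhibitor of caspase activation, had a log2 change of 1.19 (standard error 0.50, adjusted p = 0.567 from limma), and Mdm2, a ubiquitin ligase, had 1.95 (0.86, 0.576). Of 48 measured pro-apoptotic genes, 2 were higher and none lower. Aifm1, a mitochondrial flavoprotein, had 1.38 (0.55, 0.557), and Tradd, an adaptor of death receptors, had 1.43 (0.66, 0.586). The median lay 0.06 above that of all genes for the anti-apoptotic list and at −0.07 for the pro-apoptotic list (adjusted p = 1 for each from camera), and both signs turned without vehicle replicate 2. Keratinised epidermis markers at −0.56 and skeletal muscle markers at −1.02 passed camera (adjusted p = 0.00739 for each), and had an adjusted p = 1 with an estimated correlation. Limma called 0 of all probe sets, with 3806 at unadjusted p under 0.05 (3539 higher, 267 lower). After quantile normalization 1343 were higher and 1346 lower, and the median of all probe sets had changed by 0.59 before it. The methods' t-test with a 2-fold change gave 1120, and 0 after Benjamini-Hochberg adjustment. Without ERα(+/+) vehicle replicate 3 limma called 51, and without replicate 1 it called 21.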

In the epithelium, the GO category of genes regulating apoptosis was altered by BPA exposure in ERα(+/+) mice (Z-scores: up-regulation by BPA = 2.03, down-regulation by BPA = 1.88). The anti-apoptotic genes baculoviral IAP repeat-containing protein 2 (*Birc2*) and v-abl Abelson murine leukemia viral oncogene homolog 1 (*Abl1*) were significantly up-regulated in BPA-exposed mice (Table 3). These results are consistent with our previous observations of decreased apoptosis in the ductal cords of BPA-exposed mice, resulting in delayed lumen formation [24].

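Birc2, an inhibitor of caspases, had a signal of 328 ± 16.5 after BPA and 109 ± 69.7 after vehicle (SD, n = 3), a log2 change of 1.85 (standard error 0.57, adjusted p = 0.512 from limma). Syvn1, a ubiquitin ligase of the endoplasmic reticulum, had 197 ± 55.3 and 71.6 ± 13.3 (SD, n = 3), a change of 1.43 (0.63, 0.576). Abl1, a tyrosine kinase, had 317 ± 77.0 and 146 ± 26.3 (SD, n = 3), a change of 1.10 (0.64, 0.62). No BPA array overlapped a vehicle array for these genes (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). The study chose them on these arrays, and adjusted over the table alone their p were 0.0159, 0.0587 and 0.103. After quantile normalization the changes were 1.15, 0.79 and 0.58. In ERα(−/−) epithelium they were 0.47 for Birc2, −0.40 for Syvn1 and 0.57 for Abl1, and the interaction for Birc2 was 1.39 (adjusted p = 1). After EE2 in ERα(+/+) epithelium Birc2 had a change of 1.86 and Syvn1 −0.45.

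**Figure D5:**
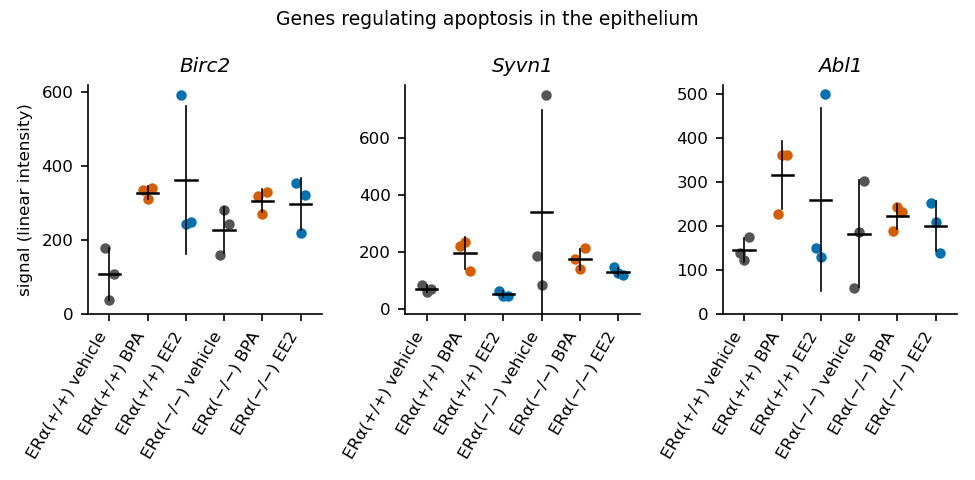
Signal in linear intensity of Birc2, Syvn1 and Abl1 in the epithelium by exposure and genotype. Points are arrays, bars are means and whiskers are SD (n = 3). In ERα(+/+) mice the BPA arrays of each gene lie above the vehicle arrays.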

**Table 3:** Regulation of apoptosis-pathway in the epithelium.

				Signal Intensity				
Gene Name	Gene ID	Probe Set ID	Gene Identifier	Vehicle±SEM	BPA±SEM	Fold-change	p-value	Direction in BPA group
Baculoviral IAP repeat-containing 2, mRNA	Birc2	1418854_at	NM_007465	108.57±40.24	328.20±9.50	3.02	0.0270^a^	Up
Synovial apoptosis inhibitor 1, synoviolin (Syvn1), mRNA	Syvn1	1443609_s_at	C85322	71.63±7.67	196.60±31.94	2.74	0.0526	Up
V-abl Abelson murine leukemia oncogene 1, mRNA	Abl1	1423999_at	J02995	146.10±15.16	317.20±44.45	2.17	0.0492^a^	Up

Genes involved in the ontology category of ‘regulation of apoptosis’ altered in the epithelium of ERα(+/+) BPA mice compared to ERα(+/+) Vehicle mice. (‘a’ indicates statistical significance; the Affymetrix probe ID and gene identifier are mentioned for each transcript of interest).

### Expression of Hormone Receptors that Bind to BPA

BPA is known to bind to receptors other than ERs, albeit at significantly lower affinity. Messenger RNA transcripts for these receptors were expressed in the mammary peri-ductal stroma and epithelium (Table 4). Expression of ERα was observed only in the stroma of ERα(+/+) mice agreeing with a previous study [25], and was absent in the ERα(−/−) mice (Figure S3). 

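Esr1, which encodes ERα, had a signal of 216 ± 174 (SD, n = 3) in the stroma of vehicle-exposed ERα(+/+) mice and 32.8 ± 5.85 (SD, n = 3) in that of ERα(−/−) mice at its brightest probe set. The ERα(+/+) arrays ranged from 50.4 to 396.7 and the ERα(−/−) arrays from 26.3 to 37.6. In the epithelium the values were 21.3 ± 22.0 and 5.93 ± 6.41 (SD, n = 3). After BPA they were 110 ± 74.6 and 48.5 ± 34.0 in the stroma and 91.8 ± 54.2 and 58.7 ± 36.5 in the epithelium (SD, n = 3). Over all exposures the ERα(−/−) stroma had 41.0 ± 19.9 and the ERα(+/+) stroma 140 ± 122 (SD, n = 9), a log2 change of −1.37 (standard error 0.56, adjusted p = 1 from limma, 0.346 over the receptors alone). In the epithelium the change was −0.84 (0.65, adjusted p = 0.701), and 1 dim probe set of Esr1 had the opposite change there, 1.78 (0.69, unadjusted p = 0.021, adjusted p = 0.588), with 20.1 ± 13.9 in ERα(−/−) and 20.2 ± 35.9 in ERα(+/+) mice (SD, n = 9). Table 4 takes 100 as its lowest level of expression. The other probe sets of Esr1 had 116 ± 129 and 38.9 ± 47.9 in vehicle ERα(+/+) stroma (SD, n = 3).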

ERβ and estrogen-related receptor gamma (*Esrrg*) are known to be activated by binding to BPA [26], but the mRNA transcripts for these genes were not detected in either the epithelium or the peri-ductal stroma of the fetal mammary glands. However, the expression of ERβ has been shown to occur in the whole mammary gland at E18 in CD1 mice [24] as well as in mammary glands of C57BL/6 mice that are cleared of epithelium (whole stroma) at E19 (unpublished data). 

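Esr2, which encodes ERβ, stayed below 100 in every vehicle group, with 11.7 ± 12.4 in ERα(+/+) and 22.5 ± 24.6 in ERα(−/−) stroma, and 16.7 ± 6.66 and 16.1 ± 12.2 in the epithelium (SD, n = 3). Esrrg, an orphan nuclear receptor, had 27.7 ± 9.67 and 16.5 ± 8.69 in the stroma, and 21.9 ± 24.5 and 14.5 ± 13.2 in the epithelium (SD, n = 3). Thrb, a thyroid hormone receptor of the same table, had 9.43 ± 4.56 and 7.10 ± 4.10 (SD, n = 3) in the epithelium, with 20.4 ± 13.7 and 20.7 ± 3.83 in the stroma.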

ERβ expression is clearly absent in the epithelial ducts and may hence be expressed in the regions beyond the peri-ductal stroma that was examined in the current study. The G protein-coupled receptor 30 (*GPR30*), a recently discovered receptor for BPA and estrogen [26], [27], was expressed only in the peri-ductal stroma of fetal mammary glands of ERα(+/+) mice and was not detectable in ERα(−/−) mice. 

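Gper1, the gene of GPR30, had a signal of 656 ± 525 in vehicle ERα(+/+) stroma and 87.5 ± 34.9 in ERα(−/−) stroma (SD, n = 3) at its brightest probe set. The ERα(+/+) arrays ranged from 162 to 1206.9 and the ERα(−/−) arrays from 66.5 to 127.8. In the epithelium it had 115 ± 95.3 in ERα(+/+) and 53.8 ± 27.9 in ERα(−/−) mice (SD, n = 3). ERα(+/+) stroma had 125 ± 83.9 after BPA (SD, n = 3). Over all exposures the log2 change from ERα(+/+) to ERα(−/−) stroma was −0.77 (standard error 0.57, adjusted p = 1 from limma). Another probe set had 21.7 ± 12.8 and 25.1 ± 8.31 in vehicle stroma (SD, n = 3).

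**Figure D6:**
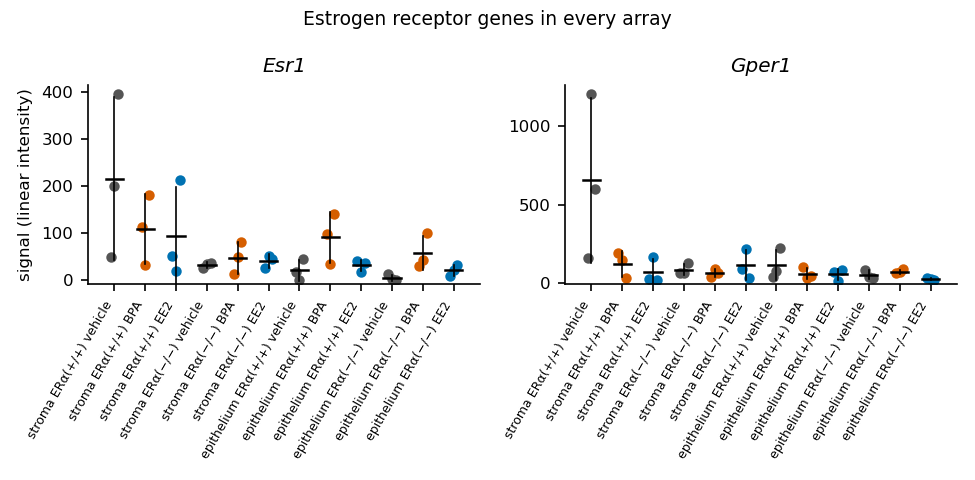
Signal in linear intensity of Esr1 and Gper1 in every group, by compartment, exposure and genotype. Points are arrays, bars are means and whiskers are SD (n = 3). The vehicle ERα(+/+) stroma has the widest spread of Gper1, from 162 to 1206.9.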

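Thra, a thyroid hormone receptor, had a signal of 758 ± 244 in ERα(+/+) stroma after vehicle, and 275 ± 79.0 and 498 ± 138 in the epithelium of ERα(+/+) and ERα(−/−) mice (SD, n = 3). Nr3c1, which encodes the glucocorticoid receptor, had 333 ± 348 and 374 ± 247 in the stroma, and 385 ± 148 and 583 ± 430 in the epithelium (SD, n = 3). Of 7 measured receptor genes, 2 were higher in the stroma than in the epithelium at an adjusted p under 0.05 from limma and none was lower, with the same counts when adjusted over the list alone. Their median lay 0.97 above that of all genes (adjusted p = 0.0204 from camera, adjusted p = 0.146 with an estimated correlation).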

Androgen receptor (*Ar*) was expressed only in the stroma whereas thyroid hormone receptor α (*Thra*) and glucocorticoid receptor (*Nr3c1*) were expressed in both the peri-ductal stroma and epithelial compartments (Table 4).

**Table 4:** Expression of receptors that bind BPA.

Gene name	Gene ID	Expression in stroma		Expression in epithelium	
		WT	KO	WT	KO
Estrogen receptor alpha	Esr1	+	–	–	–
Estrogen receptor beta	Esr2	–	–	–	–
Estrogen-related receptor gamma	Esrrg	–	–	–	–
G protein-coupled receptor 30	Gper	+++	–	–	–
Glucocorticoid receptor/nuclear receptor subfamily 3, group C, member 1	Nr3c1	++	++	++	++
Thyroid hormone receptor alpha	Thra	+++	+++	++	+++
Thyroid hormone receptor beta	Thrb	–	–	–	–
Androgen receptor	Ar	+	+	–	–

Transcripts detected in epithelium and peri-ductal stroma of the mammary gland in ERα(+/+) and ERα(−/−) mice treated with vehicle. [Signal intensity in arbitrary units: +(100–200); ++(200–400); +++(400 and higher); – (below 100)].

### Transcripts Potentially Regulated by BPA and EE2 through ERα

First, we identified genes with mRNA expression affected at least 2-fold by exposure to either BPA or EE2 compared to vehicle. Next, we removed genes that showed comparable estrogen responsiveness (p<0.05) in the ERα(+/+) and the ERα(−/−) mice. When this procedure was applied to both epithelial and stromal compartments, a total of 266 genes passed these criteria (Table S3a-d), and five of them were known to be involved in mammary gland development (Table 5). 

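The procedure was applied to all probe sets, with a change of at least 2-fold and p under 0.05 in ERα(+/+) mice. Those with p under 0.05 in the same direction in ERα(−/−) mice were removed. The paper's first step names the 2-fold change alone, and the p under 0.05 there was taken from its methods. A first step of 2-fold change alone was not run. The procedure left 1366 probe sets in the peri-ductal stroma (567 higher and 799 lower, 971 gene symbols). In the epithelium it left 1561 (1157 higher and 404 lower, 1116 gene symbols). With the genotypes exchanged it left 2273 and 4729, and after quantile normalization 1715 and 1659 against 2182 and 2905. After that normalization the direction in the epithelium turned, with 758 higher and 901 lower, and the stroma had 807 higher and 908 lower. The direction also turned with single ERα(+/+) arrays left out. The stroma had 943 higher and 774 lower without vehicle replicate 1, 861 and 657 without vehicle replicate 3 and 819 and 772 without BPA replicate 3, against 483 and 1407 without vehicle replicate 2. The epithelium had 900 higher and 939 lower without vehicle replicate 2. Limma called none of the probe sets for an interaction of genotype with BPA or EE2 in either compartment. Of the 266 genes of Table S3, 241 had a probe set, and at 235 all 4 listed ratios matched those of the arrays within 0.05. Of these 235, 42 passed the methods' t-test with a 2-fold change, 40 passed the whole procedure, and 30 had an unadjusted p under 0.05 for the interaction. For those with signals of at least 100 in some group the procedure left 354 and 407 probe sets.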

The hepatocyte growth factor receptor/Met proto-oncogene (*Met*), implicated in branching of the mammary gland [28], was up-regulated in the ERα(+/+) epithelium following exposure to estrogens but not in the epithelium of the ERα(−/−) mice. 

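Met had a signal of 1106 ± 383 after EE2 and 379 ± 178 after vehicle in ERα(+/+) epithelium (SD, n = 3), a log2 change of 1.60 (standard error 0.66, adjusted p = 0.785 from limma). After BPA it had 658 ± 36.0 (SD, n = 3), a change of 0.90 (adjusted p = 0.678). In ERα(−/−) epithelium the changes were −0.04 after EE2 and 0.46 after BPA, from a vehicle signal of 915 ± 788 (SD, n = 3). The difference between genotypes was 1.63 for EE2 (adjusted p = 0.884, and 0.102 over the table alone) and 0.44 for BPA (adjusted p = 1, and 0.647). No EE2 or BPA array of ERα(+/+) mice overlapped a vehicle array. The genes of Table 5 were chosen by the study on these arrays, and over that table alone Met after EE2 had an adjusted p = 0.029 in limma.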

Transglutaminase 2 (*Tgm2*), known to catalyze extracellular matrix cross-links [29], [30], was also up-regulated upon exposure to the estrogens in the epithelium. In contrast, zyxin (*Zyx*), which is involved in mechanical-force-dependent facilitation of actin polymerization at focal adhesions [31], was down-regulated in the estrogen-exposed epithelium. 

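Tgm2 had 1052 ± 409 after EE2 and 345 ± 212 after vehicle in ERα(+/+) epithelium (SD, n = 3), with no overlap and a log2 change of 1.84 (standard error 0.66, adjusted p = 0.751 from limma and 0.0231 over the table alone). After BPA it had 819 ± 360 (SD, n = 3), and these arrays overlapped those of vehicle (change 1.43, adjusted p = 0.586). Vehicle ERα(−/−) epithelium had 1374 ± 282 (SD, n = 3), above the ERα(+/+) value, and its changes were −0.75 after EE2 and −0.56 after BPA. The interaction was 2.59 for EE2 (adjusted p = 0.772, and 0.0345 over the table alone) and 1.99 for BPA (adjusted p = 1, and 0.148). Of 5 other probe sets of Tgm2, the 3 brightest, with vehicle means of 1527, 2593 and 1526, had changes after EE2 of −0.31, −0.23 and −0.17. Another, with 106 after vehicle, had 0.81, and the arrays overlapped in each. The last lay near the background, with 1.03 after vehicle and 3.93 after EE2.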

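Zyx had 485 ± 163 after EE2 and 1237 ± 555 after vehicle in ERα(+/+) epithelium (SD, n = 3), with no overlap and a log2 change of −1.31 (standard error 0.48, adjusted p = 0.752 from limma and 0.0231 over the table alone). After BPA it had 851 ± 112 (SD, n = 3), which overlapped vehicle (change −0.45, adjusted p = 0.772). In ERα(−/−) epithelium the changes were 0.41 and 0.63. The interaction was −1.71 for EE2 (adjusted p = 0.8, and 0.0345 over the table alone) and −1.08 for BPA (adjusted p = 1, and 0.2). Another probe set of Zyx lay near the background, with 6.57 ± 6.49 after vehicle, 25.8 ± 12.2 after EE2 and 28.3 ± 13.2 after BPA in ERα(+/+) epithelium (SD, n = 3), and does not bear on the direction.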

In the peri-ductal stroma, peptidyl-prolyl cis/trans isomerase (*Pin1*), a gene overexpressed in breast tumors [32], was up-regulated following exposure to the estrogens while the tripartite motif-containing 29 (*Trim29*), a gene suppressed in prostate and breast cancer [33], [34] was down-regulated in an ERα dependent manner.

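Trim29 had a signal of 112 ± 41.6 in vehicle ERα(+/+) stroma, 28.0 ± 10.2 after BPA and 28.1 ± 0.987 after EE2 (SD, n = 3), with no overlap between exposed and vehicle arrays. The log2 changes were −1.99 for BPA (standard error 0.57, adjusted p = 1 from limma) and −1.92 for EE2 (0.57, adjusted p = 0.999). Vehicle ERα(−/−) stroma had 27.4 ± 10.8 (SD, n = 3), near the exposed ERα(+/+) values, and changes of 0.74 and 0.19. The interaction was −2.73 for BPA and −2.11 for EE2, each with an adjusted p of 1. No other gene of the table was tested in the stroma here, and the unadjusted p in limma were 0.00294 for BPA and 0.00377 for EE2, and 0.00362 and 0.0182 for the interactions. Trim29 is a gene of epithelium and had a log2 change of −2.36 from epithelium to stroma (adjusted p = 6.49e-07).

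**Figure D7:**
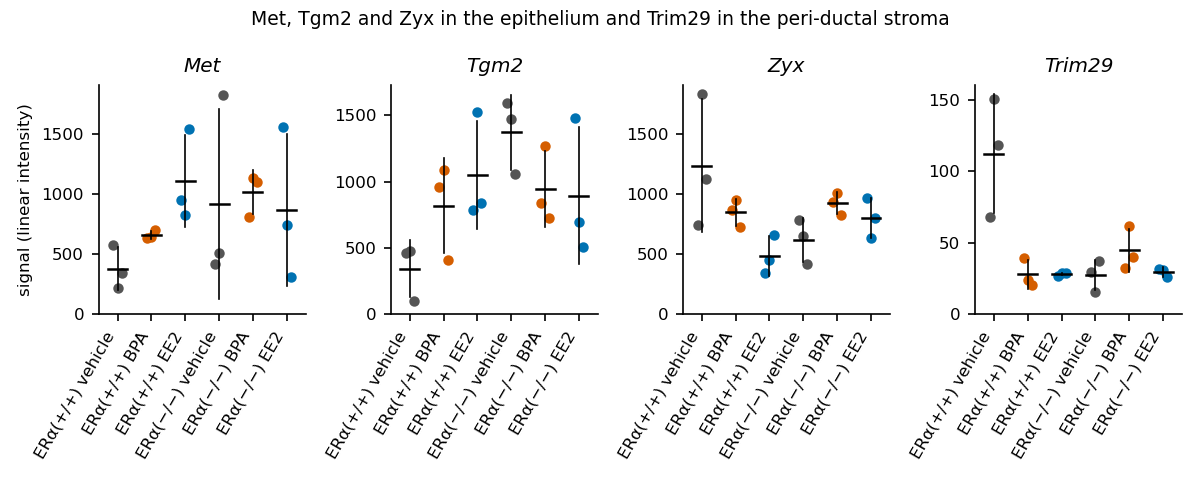
Signal in linear intensity of Met, Tgm2 and Zyx in the epithelium and of Trim29 in the peri-ductal stroma, by exposure and genotype. Points are arrays, bars are means and whiskers are SD (n = 3). In ERα(+/+) mice the EE2 arrays of Tgm2 lie above the vehicle arrays, and those of Zyx and Trim29 below.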

**Table 5:** Estrogen-regulated transcripts dependent on ERα expression.

				WT			KO		
Name	Gene Symbol	Probe Set ID	Tissue/Expression	BPA/Veh	EE2/Veh	Highest ratio	BPA/Veh	EE2/Veh	Highestratio
Zyxin	Zyx	1417240_at	Epithelium/Down	1.5	2.6	2.6	0.7	0.8	0.8
Trans-glutaminase 2, C polypeptide	Tgm2	1417500_a_at	Epithelium/Up	2.4	3.0	3.0	0.7	0.7	0.7
Hepatocyte growth factorreceptor/Metproto-oncogene	Met	1434447_at	Epithelium/Up	1.7	2.9	2.9	1.1	0.9	1.1
Tripartite motif-containing 29	Trim29	1424162_at	Stroma/Down	4.0	4.0	4.0	0.6	0.9	0.9
Peptidyl-prolyl cis/trans isomerase	Pin1	1416228_at	Stroma/Up	1.5	2.1	2.1	1.0	0.6	1.0

Transcripts affected by estrogen treatment in the ERα(+/+) but not in ERα(−/−) mice. (The values in the table indicate the ratio of the average signal intensity for that gene. Only genes with an increase or decrease in expression ratio ≥2.0, between vehicle and at least one estrogen treatment, are listed. The Affymetrix probe ID and gene identifier are mentioned for each transcript of interest).

## Discussion

Previous studies in our lab, conducted in mice born to mothers dosed with 250 ng BPA/kg BW/d as in the present study, have shown an altered fetal mammary gland phenotype [13]. This dose, administered to their mothers is considered a ‘low dose’ as it is 200-times lower than the reference dose of 50 µg/kg BW/d defined by the US Environmental Protection Agency [35] which is the maximal acceptable oral dose of a toxic substance. In addition, the levels of total BPA in the serum of the pregnant mice administered this dose would be below the detectable limit of 0.3 ng/ml (BSR- personal communication). In order to determine whether the effects previously observed at this BPA dose are due to its estrogenic activity, we performed transcriptomal analyses on the stromal and epithelial compartments of the fetal mouse mammary gland during the period of BPA or EE2 exposure. Clustering analysis demonstrated significant similarities in the transcriptomal changes induced by exposure to BPA and EE2, the similarity being more complete in the epithelial compartment. Because of these similarities in the transcriptomal responses of the developing mammary gland resulting from exposure to EE2 and BPA, we conclude that BPA acts as an estrogenic agent in this tissue. Recent publications have demonstrated estrogenic action of BPA in other tissues. For example, low-dose effects of BPA on insulin secretion are obliterated in the ERα and ERβ null mutant mice [36].

The mammary gland mesenchyme plays an inductive role on mammary epithelial morphogenesis [37]. From the present study, we conclude that the expression of ERα mRNA is detected only in the stromal compartment. The expression of both ERα and ERβ in the developing mammary glands has been well documented. Previous studies have shown that the expression of mRNAs for ERα and ERβ are first observed in the mesenchyme surrounding the mammary bud at E12.5 [25]. At E18, ERα is detected predominantly in the mammary mesenchyme and very few cells in the epithelium are ERα positive when examined by immunohistochemistry [13]. The expression of ERα shifts mainly to the epithelium only at post-natal time-points [38]. Although in the present study ERβ expression was not detected in the transcriptome of the stroma immediately adjacent to the epithelium (peri-ductal stroma), its involvement in BPA action cannot be ruled out, given that it was detected in RNA extracted from the whole fetal mammary gland at E18 [13] as well as from RNA extracted from the entire stroma and not just the peri-ductal region, at E19 (unpublished data). In the present study, the presence of the mRNA transcripts for *GPR30* in the peri-ductal stroma raises the possibility that BPA or EE2 could also exert their estrogenic effects through this receptor in addition to the classical nuclear ERs. However, this membrane receptor is only expressed at this developmental stage in the ERα(+/+) mice, thus, the estrogenic effects observed in the ERα(−/−) mice cannot be attributed to GPR30 action. The expression of the estrogen receptors in the stroma along with undetectable levels of these receptors in the epithelium makes the stroma a likely estrogen target at this period of mammary development. We further propose that the stroma may integrate the estrogenic input into a common set of mediators of stromal-epithelial interactions that in turn influence the epithelium.

While gene clusters 1 and 4 of the hierarchical cluster analysis show very similar expression patterns in BPA and EE2 exposed mice, clusters 2, 3, and 5 demonstrate differential effects of the two estrogens. This may be due to actions of BPA on nuclear receptors other than ERα and β that bind BPA and not EE2. These include Nr3c1 [39], Ar [40] and Thra [41]. Expression of each of these receptors has been confirmed in the fetal mammary gland in the present study. It is however important to note that binding affinity of BPA to Ar [42] and Thra [43] is 10-fold and 100-fold lower respectively relative to the classical ERs.

In the peri-ductal stroma, there was a decrease in expression of the mRNA transcripts for *Tnc* and *Vcan,* which are known to modulate the biomechanical properties of the extracellular matrix [44], [45] as well as cell adhesion [46]. Similarly, increased expression of genes involved in adipogenesis such as *Fabp4*, *PPARγ* and *Ldlr* was also consistent with our previous study showing increased adipogenesis in the periductal stroma of BPA-exposed fetal mammary glands [13]. Accelerated adipogenesis may be the underlying cause of increased epithelial area and branching in these fetal glands [24]. This is consistent with the well known property of the preadipocytes to promote epithelial elongation and branching [47]. In the epithelium, the increased expression of anti-apoptotic genes in the BPA-exposed mice was also consistent with our earlier observations showing inhibition of lumen formation [13]. Apoptosis in the ductal cords plays a critical role in lumen formation during mammary development [37]. These changes in gene expression patterns in the peri-ductal stroma and epithelium brought about by BPA exposure correlate with the subtle morphological changes previously observed in our lab. More importantly, they suggest altered stromal-epithelial interactions in the fetal glands. These alterations during fetal development may contribute to the prominent changes in the morphology of the mammary glands observed during adulthood, including increased ductal density and branching [10], [48]. In addition, the altered expression of genes involved in the focal adhesion pathway indicates potential changes in biomechanical properties of the peri-ductal stroma.

Whereas targeted deficiency of ERα causes strong phenotypic changes in the mouse mammary gland during its peripubertal development [49], no significant global transcriptomal differences were observed between the ERα(+/+) and the ERα(−/−) animals treated with vehicle or either estrogen in either compartment of the mammary glands at E19. It may hence be likely that these hormone mediated changes may occur through ERβ. However, by comparing the effect of the two estrogens in ERα(+/+) and the ERα(−/−) animals, we were able to identify putative ERα-dependent and estrogen responsive genes that are relevant to mammary gland development. These presumed ERα-dependent effects of BPA on the expression of several genes involved in mouse mammary gland development also point to altered stromal-epithelial interactions. In our microarray data, the expression of *Met* was up-regulated in the epithelium of mice exposed to BPA or EE2. *Met* encodes the membrane receptor of HGF, which is secreted in the stroma; ligand activation of the MET protein increases ductal branching [28]. This is consistent with our previous observation that ductal development and branching in the fetal mammary gland was enhanced in BPA-exposed mice [13]. In addition, increased expression of *Tgm2*, known to catalyze cross-linking of collagen-I [29], [30] is consistent with our previous observations of increased density of collagen fibers in the periductal stroma of BPA-exposed fetal mouse mammary glands [13]. In turn, this may be responsible for an increased extracellular matrix rigidity, which has been shown to inhibit lumen formation in other models [50], [51]. Thus, it is likely that *Tgm2* may indirectly mediate the inhibition of lumen formation which has been observed in the epithelium of BPA-exposed fetal mice [13].

In summary, perinatal exposure to BPA alters the stromal-epithelial interactions in the fetal mouse mammary gland. Stromal cells might respond to various estrogenic compounds with distinct transcriptomal changes and integrate such stimuli into a common (but yet to be identified) mediator(s) of mammary gland ductal morphogenesis. Possible involvement of estrogen receptors other than ERα on these BPA effects cannot be ruled out. However, the dependence of GPR30 on ERα expression suggests that GPR30 may not mediate the global transcriptomal changes observed herein. On the other hand, ERα-mediated BPA action may also alter the expression of a few key genes that regulate mammary gland development. Our results lend further support to the vulnerability of the fetus to xenoestrogen exposure that results in abnormalities that manifest during adult life [19], [52].

## Supporting Information

Figure S1 **Ductal outgrowth in mammary glands of CD1 and C57BL/6 mice.** A comparison of ductal growth in whole mounts of fetal mammary glands of CD1 and C57BL/6 mice at E16 through E19. Arrows indicate mammary buds on the skin. *Primary ductal outgrowth observed. Scale bar = 400 µm.
(TIF) Click here for additional data file.

Figure S2 **Morphology of the fetal mammary gland at E19.** Whole mount (A) and stained section (B) of the fourth inguinal mammary gland of a female C57Bl/6 mouse at E19. The epithelial ducts and the peri-ductal stroma within 100 µm of the epithelium, outlined in yellow, were collected separately by laser capture microdissection (LN: lymph node; FP: presumptive fat pad; E: epithelium; Scale bar: 500 µm).
(JPG) Click here for additional data file.

Figure S3 **Expression of ERα in the peri-ductal stroma.** Graph showing the expression of ERα (Esr1) in the peri-ductal stroma of ERα(+/+) and ERα(−/−) mice. (Arbitrary units: signal intensity observed in the microarray).
(TIF) Click here for additional data file.

Table S1 **Morphometric properties of CD1 and C57BL/6 fetal mammary glands.**
(DOC) Click here for additional data file.

Table S2 **Differentially regulated transcripts: Hierarchical Clustering Analysis.**
(DOC) Click here for additional data file.

Table S3 **Transcripts regulated by ERα.**
(DOC) Click here for additional data file.

# Supplementary material for: Low-Dose BPA Exposure Alters the Mesenchymal and Epithelial Transcriptomes of the Mouse Fetal Mammary Gland
**Source:** PLoS One. 2013 May 21;8(5):e63902. doi: 10.1371/journal.pone.0063902
**Supplement:** Table S1 — Morphometric properties of CD1 and C57BL/6 fetal mammary glands.

**Table S1: Morphometric properties of CD1 and C57BL/6 fetal mammary glands**

|  | **E18 CD1** | **E18 BL/6** | **E19 CD1** | **E19 BL/6** |
| --- | --- | --- | --- | --- |
| **Area subtended by ducts (µm2)** | 13964.78+5455.33 a | 7553.74+3489.25 b | 34768.22+12106.13 c | 14444.69+3831.25 a |
| **Ductal area (µm2)** | 7351.67+2187.18 a | 4576.18+1668.31 b | 13689.25+3348.63 c | 7273.05+1787.89 a |
| **Ductal length (µm)** | 183.21+43.18 a | 144.67+47.70 b | 260.51+59.04 c | 158.07+65.71 a b |
| **# branching points** | 3.40+1.47 a | 2.29+1.38 a | 7.45+2.77 b | 3.33+1.05 a |
| **# terminal ends** | 4.44+1.56 a | 3.29+1.38 a | 8.91+2.98 b | 4.47+0.99 a |

A comparison of the morphometric properties of ductal structures in the mammary glands of CD1 and C57BL/6 mice at E16, E18 and E19. (Differing alphabets indicate significant differences analyzed by the t-test, p<0.05)

# Supplementary material for: Low-Dose BPA Exposure Alters the Mesenchymal and Epithelial Transcriptomes of the Mouse Fetal Mammary Gland
**Source:** PLoS One. 2013 May 21;8(5):e63902. doi: 10.1371/journal.pone.0063902
**Supplement:** Table S2 — Differentially regulated transcripts: Hierarchical Clustering Analysis.

**Table S2: Differentially regulated transcripts: Hierarchical Clustering Analysis**

| Cluster # | Expression in exposure group | | | Number of Genes in Stroma | Number of Genes in Epithelium |
| --- | --- | --- | --- | --- | --- |
| Vehicle | BPA | EE2 |
| 1 | + | - | - | 790 | 1218 |
| 2 | + | + | - | 165 | 136 |
| 3 | - | - | + | 243 | 134 |
| 4 | - | + | + | 457 | 3671 |
| 5 | - | + | - | 381 | 189 |

The number of differentially regulated transcripts in the gene clusters resulting from hierarchical clustering analysis. [(+) Up or (-) down-regulated genes compared to vehicle control]

# Supplementary material for: Low-Dose BPA Exposure Alters the Mesenchymal and Epithelial Transcriptomes of the Mouse Fetal Mammary Gland
**Source:** PLoS One. 2013 May 21;8(5):e63902. doi: 10.1371/journal.pone.0063902
**Supplement:** Table S3 — Transcripts regulated by ERα.

**Table S3:** **Transcripts regulated by ERα**

**Table S3a:** **Transcripts regulated by ERα that are down-regulated in the epithelium**

|  | **ERα(+/+)** | | | **ERα(-/-)** | | |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Gene Symbol** | **Veh/BPA** | **Veh/EE2** | **highest ratio** | **Veh/BPA** | **Veh/EE2** | **highest ratio** |  |
| Mbd1 | 3.1 | 5.4 | 5.4 | 0.6 | 0.9 | 0.9 |  |
| B430203M17Rik | 1.1 | 4.2 | 4.2 | 0.4 | 0.6 | 0.6 |  |
| Zfp90 | 1.4 | 4.0 | 4.0 | 1.0 | 0.8 | 1.0 |  |
| Tmem65 | 2.1 | 2.9 | 2.9 | 0.5 | 0.4 | 0.5 |  |
| Stag1 | 1.9 | 2.9 | 2.9 | 0.6 | 0.6 | 0.6 |  |
| 1810030O07Rik | 1.1 | 2.6 | 2.6 | 0.4 | 0.4 | 0.4 |  |
| Dbndd2 | 2.0 | 2.8 | 2.8 | 0.9 | 0.8 | 0.9 |  |
| Fem1a | 1.1 | 2.6 | 2.6 | 0.6 | 0.8 | 0.8 |  |
| Zyx | 1.5 | 2.6 | 2.6 | 0.7 | 0.8 | 0.8 |  |
| Rraga | 1.6 | 2.3 | 2.3 | 0.6 | 0.5 | 0.6 |  |
| Ccdc109a | 1.2 | 2.2 | 2.2 | 0.4 | 0.5 | 0.5 |  |
| Prosc | 1.1 | 2.3 | 2.3 | 0.6 | 0.6 | 0.6 |  |
| Gemin5 | 0.9 | 2.3 | 2.3 | 0.9 | 0.8 | 0.9 |  |
| Zcchc9 | 1.8 | 2.6 | 2.6 | 1.1 | 1.1 | 1.1 |  |
| Mapk6 | 0.7 | 2.0 | 2.0 | 0.4 | 0.5 | 0.5 |  |
| Cpsf1 | 1.1 | 2.4 | 2.4 | 0.9 | 0.6 | 0.9 |  |
| Ciapin1 | 1.1 | 2.1 | 2.1 | 0.6 | 0.5 | 0.6 |  |
| BC037112 | 1.5 | 2.0 | 2.0 | 0.6 | 0.5 | 0.6 |  |
| Peli1 | 1.5 | 2.0 | 2.0 | 0.6 | 0.5 | 0.6 |  |
| Rnf7 | 2.1 | 1.8 | 2.1 | 0.7 | 0.6 | 0.7 |  |
| Phactr4 | 1.1 | 2.2 | 2.2 | 0.8 | 0.6 | 0.8 |  |
| Tpd52 | 1.3 | 2.5 | 2.5 | 1.0 | 1.2 | 1.2 |  |
| Zmynd11 | 0.9 | 2.0 | 2.0 | 0.7 | 0.8 | 0.8 |  |
| Oraov1 | 1.0 | 2.0 | 2.0 | 0.7 | 0.8 | 0.8 |  |
| Npepps | 1.2 | 2.0 | 2.0 | 0.8 | 0.6 | 0.8 |  |
| Dera | 0.6 | 2.0 | 2.0 | 0.8 | 0.7 | 0.8 |  |
| Farp1 | 1.1 | 2.0 | 2.0 | 1.0 | 0.8 | 1.0 |  |
| 1110039B18Rik | 1.3 | 2.3 | 2.3 | 1.1 | 1.4 | 1.4 |  |
| Josd3 | 1.5 | 2.0 | 2.0 | 1.1 | 0.9 | 1.1 |  |
| Huwe1 | 1.1 | 2.2 | 2.2 | 1.2 | 1.3 | 1.3 |  |
| Gja1 | 1.7 | 2.0 | 2.0 | 0.8 | 1.1 | 1.1 |  |
| BC038286 | 1.3 | 2.0 | 2.0 | 1.1 | 1.2 | 1.2 |  |

Genes with only 2-fold decrease in expression, between vehicle and estrogen treatments are listed.

Transcripts regulated by ERα (genes down-regulated in the epithelium of ERα(+/+) but not in ERα(-/-) mice).

**Table S3b:** **Transcripts regulated by ERα that are up-regulated in the epithelium**

Genes with only 2-fold increase in expression, between vehicle and estrogen treatments are listed.

Transcripts regulated by ERα (genes up-regulated in the epithelium of ERα(+/+) but not in ERα(-/-) mice).

**Table S3c:** **Transcripts regulated by ERα that are down-regulated in the peri-ductal stroma**

|  | **ERα(+/+)** | | | **ERα(-/-)** | | |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Gene Symbol** | **Veh/BPA** | **Veh/EE2** | **highest ratio** | **Veh/BPA** | **Veh/EE2** | **highest ratio** |  |
| Trim29 | 4.0 | 4.0 | 4.0 | 0.6 | 0.9 | 0.9 |  |
| Spna2 | 1.6 | 3.3 | 3.3 | 0.8 | 1.0 | 1.0 |  |
| Sc4mol | 1.3 | 2.9 | 2.9 | 0.6 | 1.0 | 1.0 |  |
| Cnn3 /// LOC100047856 | 3.0 | 1.9 | 3.0 | 1.0 | 1.3 | 1.3 |  |
| ENSMUSG00000073645 | 2.2 | 1.7 | 2.2 | 0.3 | 0.6 | 0.6 |  |
| 1200016E24Rik | 2.6 | 1.0 | 2.6 | 0.8 | 1.0 | 1.0 |  |
| Casc4 | 1.5 | 2.6 | 2.6 | 0.9 | 1.1 | 1.1 |  |
| 4933413G19Rik /// Foxm1 | 1.7 | 2.9 | 2.9 | 1.1 | 1.4 | 1.4 |  |
| Gpr116 | 1.4 | 2.5 | 2.5 | 0.9 | 1.1 | 1.1 |  |
| LOC552906 | 2.1 | 3.3 | 3.3 | 1.6 | 2.0 | 2.0 |  |
| Ncapg | 1.2 | 2.2 | 2.2 | 0.6 | 0.9 | 0.9 |  |
| Fcer1g | 1.6 | 2.3 | 2.3 | 0.9 | 1.0 | 1.0 |  |
| Hmgcs1 /// LOC100040592 | 1.5 | 2.2 | 2.2 | 0.7 | 0.9 | 0.9 |  |
| 4933439C20Rik | 1.9 | 2.4 | 2.4 | 1.0 | 1.1 | 1.1 |  |
| Scarb1 | 0.7 | 2.1 | 2.1 | 0.7 | 0.8 | 0.8 |  |
| Cnn3 /// LOC100047856 | 2.5 | 1.7 | 2.5 | 1.0 | 1.2 | 1.2 |  |
| Appbp2 | 0.9 | 2.1 | 2.1 | 0.9 | 0.9 | 0.9 |  |
| Atpbd4 | 1.1 | 2.7 | 2.7 | 1.4 | 1.5 | 1.5 |  |
| Mxra8 | 2.4 | 1.0 | 2.4 | 1.2 | 1.3 | 1.3 |  |
| Ssbp3 | 2.0 | 1.2 | 2.0 | 0.4 | 0.9 | 0.9 |  |
| Atp7a | 2.0 | 1.3 | 2.0 | 0.8 | 0.9 | 0.9 |  |
| 4921506J03Rik | 1.2 | 2.0 | 2.0 | 0.9 | 0.9 | 0.9 |  |
| LOC100048397 | 2.4 | 1.7 | 2.4 | 0.8 | 1.4 | 1.4 |  |
| Pum2 | 1.5 | 2.3 | 2.3 | 0.8 | 1.3 | 1.3 |  |
| Txnl1 | 2.3 | 1.1 | 2.3 | 0.7 | 1.4 | 1.4 |  |
| Prpf6 | 2.3 | 2.1 | 2.3 | 1.3 | 1.4 | 1.4 |  |
| Thra | 1.3 | 2.0 | 2.0 | 1.1 | 1.1 | 1.1 |  |
| Gng12 | 2.0 | 1.9 | 2.0 | 0.9 | 1.1 | 1.1 |  |
| Lrrc17 | 2.4 | 1.2 | 2.4 | 1.2 | 1.5 | 1.5 |  |
| Raph1 | 2.1 | 1.6 | 2.1 | 0.8 | 1.2 | 1.2 |  |
| Atp6v0c /// Atp6v0c-ps2 | 1.3 | 2.0 | 2.0 | 1.1 | 1.1 | 1.1 |  |
| B230219D22Rik | 2.2 | 1.2 | 2.2 | 1.4 | 1.2 | 1.4 |  |
| Jak2 | 2.1 | 1.3 | 2.1 | 1.3 | 1.3 | 1.3 |  |
| LOC100039786 /// LOC676123 /// Ywhaq | 1.7 | 2.0 | 2.0 | 1.2 | 1.2 | 1.2 |  |
| Mrpl44 | 2.0 | 1.4 | 2.0 | 1.0 | 1.3 | 1.3 |  |
| Sfrs2 | 2.0 | 1.4 | 2.0 | 1.0 | 1.3 | 1.3 |  |
| Refbp2 /// Thoc4 | 2.4 | 1.9 | 2.4 | 0.8 | 1.8 | 1.8 |  |
| Fscn1 | 2.2 | 1.5 | 2.2 | 1.3 | 1.6 | 1.6 |  |
| Cald1 | 1.6 | 2.0 | 2.0 | 1.0 | 1.4 | 1.4 |  |
| Camk2n1 | 1.9 | 2.2 | 2.2 | 0.5 | 1.6 | 1.6 |  |
| Msn | 2.0 | 1.3 | 2.0 | 1.2 | 1.4 | 1.4 |  |
| Nhsl1 | 2.0 | 1.9 | 2.0 | 1.1 | 1.4 | 1.4 |  |
| Gas1 | 2.3 | 1.5 | 2.3 | 1.2 | 1.7 | 1.7 |  |
| Btg2 | 0.9 | 2.0 | 2.0 | 0.5 | 1.7 | 1.7 |  |
| Atrx | 2.2 | 1.5 | 2.2 | 1.6 | 2.2 | 2.2 |  |
| Trim27 | 0.8 | 2.0 | 2.0 | 1.2 | 2.0 | 2.0 |  |
| Igf2bp3 | 2.3 | 1.9 | 2.3 | 1.9 | 2.8 | 2.8 |  |

Genes with only 2-fold decrease in expression, between vehicle and estrogen treatments are listed.

Transcripts regulated by ERα (genes down-regulated in the peri-ductal stroma of ERα(+/+) but not in ERα(-/-) mice mice).

**Table S3d: Transcripts regulated by ERα that are up-regulated in the peri-ductal stroma**

|  | **ERα(+/+)** | | | **ERα(-/-)** | | |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Gene Symbol** | **BPA/Veh** | **EE2/Veh** | **highest ratio** | **BPA/Veh** | **EE2/Veh** | **highest ratio** |  |
| Gna12 | 5.4 | 1.6 | 5.4 | 1.2 | 0.5 | 1.2 |  |
| Lrrc41 | 2.5 | 2.8 | 2.8 | 0.6 | 0.5 | 0.6 |  |
| 3110037I16Rik | 2.3 | 3.0 | 3.0 | 1.2 | 1.3 | 1.3 |  |
| Dzip3 | 1.3 | 2.3 | 2.3 | 0.9 | 0.8 | 0.9 |  |
| Rnf215 | 2.7 | 0.6 | 2.7 | 1.3 | 0.4 | 1.3 |  |
| Cln8 | 2.1 | 1.4 | 2.1 | 0.6 | 0.7 | 0.7 |  |
| Spred1 | 0.8 | 2.3 | 2.3 | 1.0 | 0.9 | 1.0 |  |
| Cabin1 | 1.1 | 2.6 | 2.6 | 1.3 | 0.6 | 1.3 |  |
| Prpf31 | 2.6 | 2.7 | 2.7 | 1.4 | 1.5 | 1.5 |  |
| Depdc6 | 3.9 | 1.3 | 3.9 | 2.8 | 1.9 | 2.8 |  |
| Crk | 1.5 | 2.2 | 2.2 | 1.1 | 0.9 | 1.1 |  |
| Pin1 | 1.5 | 2.1 | 2.1 | 1.0 | 0.6 | 1.0 |  |
| Pdgfa | 1.6 | 2.2 | 2.2 | 1.1 | 0.9 | 1.1 |  |
| Tcn2 | 2.4 | 2.0 | 2.4 | 1.3 | 0.7 | 1.3 |  |
| Acsl3 | 1.1 | 2.6 | 2.6 | 1.1 | 1.6 | 1.6 |  |
| Cox8a | 1.3 | 2.2 | 2.2 | 1.2 | 1.0 | 1.2 |  |
| Nsmce2 | 1.1 | 2.4 | 2.4 | 1.2 | 1.5 | 1.5 |  |
| Ptprd | 1.0 | 2.1 | 2.1 | 1.2 | 0.7 | 1.2 |  |
| Atp5k | 2.2 | 1.6 | 2.2 | 1.3 | 1.0 | 1.3 |  |
| Rps7 | 2.1 | 1.2 | 2.1 | 1.2 | 1.2 | 1.2 |  |
| St7l | 2.5 | 0.6 | 2.5 | 1.6 | 1.3 | 1.6 |  |
| Tnfrsf18 | 2.4 | 1.5 | 2.4 | 1.5 | 0.9 | 1.5 |  |
| Ccdc47 | 3.1 | 2.0 | 3.1 | 2.0 | 2.3 | 2.3 |  |
| Mrpl32 | 1.3 | 2.1 | 2.1 | 1.3 | 1.0 | 1.3 |  |
| Chd9 | 0.8 | 2.1 | 2.1 | 1.3 | 1.0 | 1.3 |  |
| EG640050 /// Rps7 | 2.2 | 1.4 | 2.2 | 1.3 | 1.5 | 1.5 |  |
| Ctbs | 2.5 | 1.0 | 2.5 | 1.9 | 0.5 | 1.9 |  |
| Pitpnc1 | 2.0 | 2.2 | 2.2 | 1.5 | 1.7 | 1.7 |  |
| Csf2rb /// Csf2rb2 | 1.1 | 2.2 | 2.2 | 1.7 | 1.1 | 1.7 |  |
| Wasl | 2.4 | 1.3 | 2.4 | 1.9 | 0.7 | 1.9 |  |
| Mrpl55 | 2.0 | 1.3 | 2.0 | 1.5 | 1.0 | 1.5 |  |
| Hint2 | 2.0 | 1.2 | 2.0 | 1.6 | 1.6 | 1.6 |  |
| Ppa1 | 2.4 | 1.8 | 2.4 | 2.0 | 1.3 | 2.0 |  |
| Sfxn1 | 2.4 | 1.8 | 2.4 | 2.2 | 2.2 | 2.2 |  |
| Egln1 | 0.8 | 2.1 | 2.1 | 2.2 | 1.8 | 2.2 |  |
| Hnrpm | 1.7 | 2.0 | 2.0 | 1.9 | 2.3 | 2.3 |  |
| Ankrd11 /// LOC629623 | 2.0 | 0.6 | 2.0 | 2.3 | 2.4 | 2.4 |  |
| Nktr | 2.2 | 2.2 | 2.2 | 3.1 | 1.6 | 3.1 |  |
| Pick1 | 1.4 | 2.1 | 2.1 | 4.0 | 1.1 | 4.0 |  |

Genes with only 2-fold increase in expression, between vehicle and estrogen treatments are listed.

Transcripts regulated by ERα (genes up-regulated in the peri-ductal stroma of ERα(+/+) but not in ERα(-/-) mice).

How the deposited data were processed for this re-analysis (not part of the article)

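The study measured mRNA expression in the epithelium and the peri-ductal stroma of E19 mouse mammary glands after fetal exposure to vehicle, BPA or EE2, in ERα(+/+) and ERα(−/−) mice, with 36 Affymetrix arrays in 12 groups of 3. The groups were read from the sample labels. According to the methods, the authors made cell files in GCOS, processed them by RMA in Partek Genomics Suite and took logs, and used GeneSifter 3.7 for part of the comparisons. The paper's text does not name the versions of GCOS and Partek. As deposited by the authors, the intensity values are linear intensities that the labels give as GCOS output, with 39 values of 0, and which scaling they received before deposit is not stated there. They equal the signal intensities of Tables 1 and 3, and are not log values.

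Each value was raised to at least 0.1 and taken to log2. Of the probe sets, 34958 carried 1 gene symbol, 932 several and 9211 none, for 18194 gene symbols in all. The comparisons of exposures, genotypes and their interactions were fitted in R 4.3.3 with limma 3.58.1 (statmod 1.5.0), over the 6 groups of a compartment, with empirical Bayes moderation and Benjamini-Hochberg adjustment over all probe sets. Stroma and epithelium were compared over all 36 arrays with the gland as a fixed block. The labels give both compartments of a group the same replicate numbers, and the residuals of the compartments of a gland with the same number were checked. Their correlation was above 0.1 in 7 of 18 pairs, with a mean of 0.0773 against −0.0384 for other pairs, and in 14 of 18 the own partner was the best. No such link was found between replicate numbers of different exposures, and the litter correlation between genotypes was 0.015 in the stroma and −0.0252 in the epithelium.

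The methods' one-way ANOVA and the methods' t-test at unadjusted p under 0.05 were also computed, the latter with at least a 2-fold change, as was the study's procedure for ERα-dependent genes. Each probe set that the ANOVA selected was given the sign pattern closest to its group means. Principal components were computed on all probe sets, centred and unscaled, and tested with 1e+05 permutations of the labels. The log2 changes of BPA and EE2 were correlated across probe sets and compared with 1000 simulated sets of unchanged groups. The 25 gene lists were compiled before the data were examined, from textbook knowledge, and cover focal adhesion, extracellular matrix, adipogenesis, preadipocytes, anti-apoptotic, pro-apoptotic, estrogen-responsive, proliferation, oxidative phosphorylation, splicing, ribosomal protein, stress, cholesterol synthesis, mammary bud and receptor genes, and markers of epithelium, fibroblasts, adipocytes, endothelium, leukocytes, erythroid cells, skeletal muscle, smooth muscle, Schwann cells and keratinised epidermis. They were tested with limma's camera at a preset correlation of 0.01 and at an estimated correlation, with fry, and against 10000 random lists matched on signal, at the brightest probe set of each gene.

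Named genes are those of the paper's results and Tables 1 to 5, whose printed values had been seen beforehand, at the probe sets printed there. To these were added, for each comparison, the 10 genes with the largest rise and the 10 with the largest fall among those with 1 symbol, an adjusted p under 0.05 and no overlap of the groups. Where fewer than 5 genes passed in a direction, the 5 with the smallest p and a log2 change of at least 1 were taken and are given as not passing. Members of the lists serve as examples. The limma step was tested on simulated data. Alternatives covered quantile normalization, an offset of 16, filters on signal, array weights, another variance model, the replicate number as a block, the groups fitted, and each array left out in turn. Some genes of the tables are not reported here. The Gapdh and b-actin control probe sets gave the RNA quality ratios. Immunohistochemistry and the analysis of ontology terms were not analysed here. The number of arrays limits the precision of the values.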

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

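The tests of far values and of genes the paper does not discuss were set in advance, and the check of individual muscle genes and of the arrays behind them was chosen only after the result was seen.

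On the second principal component, stroma ERα(+/+) BPA replicate 3 lay at −34.94, apart from the other 5 arrays of BPA-exposed stroma. Its gap to the nearest array was 0.696 of the range of the group, above the limit of 0.625 for 6 arrays. Of 30 groups of 6 arrays tested in this way 1 had such a value, and chance gives about 1 in 20. The median of this array was 14.6, among the 3 lowest of all.

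Slc26a1, a gene the paper does not discuss, had a log2 change of 3.614 between ERα(−/−) and ERα(+/+) stroma, higher in ERα(−/−) mice on each of 9 arrays. Other groupings of the arrays did not exclude chance for the count behind it, since the real grouping called 1 probe set, the highest other grouping also called 1, and 9 of 100 groupings, the real one included, called as many. The signals were at most 18.

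Markers of skeletal muscle had a median log2 change of 2.062 after EE2 in the peri-ductal stroma of both genotypes, in a tissue whose capture the paper describes as peri-ductal stroma. High signals of the markers lay on 3 stroma arrays, with median log2 signals of 9.43, 9.27 and 10.24. They were ERα(+/+) EE2 replicate 2, ERα(−/−) BPA replicate 1 and ERα(−/−) EE2 replicate 3, in that order. Only the EE2 arrays among them enter the change after EE2. The highest of the other stroma arrays was 5.025. In the epithelium ERα(−/−) BPA replicate 1 and ERα(−/−) EE2 replicate 3, of the same groups and replicate numbers as 2 of these stroma arrays, had 8.156 and 9.133, ERα(+/+) vehicle replicate 1 had 6.711, and the highest of the others was 5.393. Myh3, the embryonic myosin heavy chain, had 3138 ± 4589 after EE2 and 62.0 ± 44.0 after vehicle (SD, n = 6), and Mylpf, a myosin light chain, had 1724 ± 2555 and 30.1 ± 22.9 (SD, n = 6). RNA of skeletal muscle in the captured tissue may be a source of these signals in 2 of the 6 EE2 arrays and 1 of the 6 BPA arrays of the stroma and in 1 of each in the epithelium, which was not tested on independent samples. Without the 3 stroma arrays the adipogenesis list after BPA had a median of 0.56 above all genes.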

How the results depend on the processing

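The alternatives without the dimmest arrays, without the stroma or the epithelium arrays with high muscle genes and with the sixth pattern, low after BPA alone, counted as separating were added after seeing the data. A count is taken as the same when neither value is more than 1.5 times the other, a list median or a gene when its sign and its side of p = 0.05 are kept, and a share or correlation when it moves by less than its jackknife standard error. By these limits, which are wide, 694 recomputed values of results that answer a comparison were the same, 78 moved, 5 reversed and 2 became weaker. Among single genes and receptor levels 1686 were the same, 39 moved, 50 passed a threshold they had missed (38 of them by the methods' t-test at unadjusted p under 0.05), 20 reversed and 1 became weaker, namely Slc26a1 with 16 added. The cause was not tested for the changes below, except where fewer probe sets are tested by construction.

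With 1 probe set per gene, which tests fewer probe sets, the comparison of compartments called 4785, EE2 in the epithelium 0, and the ANOVA selected 683 in the stroma and 1989 in the epithelium. The methods' t-test at unadjusted p under 0.05 with a 2-fold change selected in the stroma 1332 for BPA and 1390 for EE2 in both genotypes, 1344 between BPA and EE2, 701 for BPA and 809 for EE2 in ERα(+/+) mice, and 1207 between genotypes. In the epithelium it selected 4852, 1938, 1297, 1120, 743 and 2177. After Benjamini-Hochberg adjustment it called 1 between BPA and EE2 and 1 for BPA in ERα(+/+) mice in the stroma, 3 for BPA and 0 for EE2 in the epithelium of both genotypes.

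With 16 added to each value, limma called 0 between genotypes in the stroma and 1 for BPA in the epithelium. With signals of at least 100 in a group it called 0 and 4, the ANOVA selected 624 and 2809, the ERα procedure left 354 and 407, and the focal adhesion list had a median of −0.0009195 against 0.02271 as reported. Without the probe sets of lowest mean signal limma called 0 between genotypes in the stroma and 4 for BPA in the epithelium. Array weights gave 7 for BPA and 0 for EE2 in the epithelium, and a fit of only the groups compared gave 0 for EE2. Quantile normalization gave 0 for EE2 in the epithelium of both genotypes, 1 in ERα(+/+) mice and 1 for the EE2 interaction, and the ANOVA selected 3016 there. The union of the contrasts with vehicle selected 3673 and 9292. With the vehicle arrays split, r was 0.0340638 in the stroma and 0.0851203 in the epithelium. The adipogenesis list of the stroma was not called with an estimated correlation or with fry, which use the same log2 changes, so that its median of 0.6041 is the same by construction.

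With the replicate number as a replicate block, the limma counts were 0 or 1 as reported, and the ANOVA selected 1996 in the stroma and 4836 in the epithelium, with separating shares of 51.75% and 29.47%. The numbers of the exposures showed no link, since 0 of 24 exposed and vehicle pairs had a residual correlation above 0.1, with a mean of 0.00533.

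In ERα(−/−) mice alone the log2 changes of several genes of the tables had the opposite sign. They were 0.06752 for Tnc, 0.5678 for Col5a3 and 0.3302 for Ccnd1, −0.3973 for Syvn1, 0.6262 and 0.4061 for Zyx after BPA and EE2, −0.5594 and −0.7461 for Tgm2, −0.03539 for Met after EE2, and 0.7439 and 0.1908 for Trim29. With both genotypes Zyx had 0.08817 after BPA. Other probe sets of opposite sign in ERα(+/+) mice gave Vcan 2.116 and 0.1862 at low signals (its brighter probe sets kept the sign), Abl1 −0.05755, and Zyx 2.686 after BPA and 2.52 after EE2, also at low signals that show no reversal, and Tgm2 −0.3102, −0.2303 and −0.1709 after EE2. The methods' t-test on these genes passed in 8, 12, 7 and 11 of 18 comparisons (Welch and Student on log2 values, Welch and Student on linear signal), against 0 of 18 in limma.

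Added after seeing the data, the fit without the dimmest arrays selected 2717 probe sets in the stroma by ANOVA and called 1 for BPA and 0 for EE2 in the epithelium. It had medians of −0.03972 for the anti-apoptotic and 0.03626 for the pro-apoptotic list. Without the stroma arrays with high muscle genes the ANOVA of the stroma selected 1485 in place of 1760, 7414 probe sets differed between compartments in place of 9607, and r in the stroma was 0.516 in place of 0.581, all within the limits given above. Without the epithelium arrays with high muscle genes EE2 in the epithelium called 0, the ANOVA there selected 3847 in place of 4983, 7851 probe sets differed between compartments, and r in the epithelium was 0.650. With the sixth pattern the separating shares were 60% and 29.26%.

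Leaving out each array in turn, the calls ranged in the stroma from 0 to 1 for BPA in ERα(+/+) mice (1 without ERα(+/+) BPA replicate 1), from 0 to 1 for EE2 in ERα(+/+) mice (1 without EE2 replicate 2), and from 1 to 2 between genotypes (2 without ERα(+/+) EE2 replicate 3). The ANOVA of the stroma selected from 1490 to 2733 (without ERα(+/+) BPA replicates 1 and 3). In the epithelium the calls for BPA in both genotypes ranged from 0 to 229. They were 229, 61 and 1 without ERα(+/+) vehicle replicates 3, 1 and 2, 50 and 2 without ERα(−/−) vehicle replicates 2 and 1, and 1 without ERα(+/+) BPA replicate 3. Those for EE2 ranged from 0 to 10 (10 and 7 without ERα(+/+) vehicle replicates 3 and 1, 6 and 2 without ERα(−/−) vehicle replicates 2 and 1). In ERα(+/+) epithelium those for BPA ranged from 0 to 51 and those for EE2 from 0 to 14 (each highest without vehicle replicate 3, and 21 and 5 without replicate 1). Those between genotypes ranged from 0 to 5 (5 without ERα(+/+) vehicle replicate 1), and those for the EE2 interaction from 0 to 1 (1 without ERα(−/−) vehicle replicate 3). The list medians ranged from −0.03972 to 0.2911 for the anti-apoptotic and from −0.197 to 0.03626 for the pro-apoptotic genes, the signs turning without ERα(+/+) vehicle replicate 2. The median of the adipogenesis list in the stroma ranged from 0.3506 to 0.7859 (without ERα(−/−) vehicle replicates 3 and 2). That of the focal adhesion list ranged from 2.4e-05 to 0.1674 (without ERα(+/+) vehicle replicate 1 and ERα(+/+) BPA replicate 1). In the epithelium 11.05% of probe sets were selected by ANOVA, and signals near the background limit what dim probe sets can show.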

Differences from the paper's values

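The fits of Pparg and Fabp4 with 5 arrays per group were chosen after seeing the values. Values are said to differ when 1 is more than 1.5 times the other and, for signals, when the gap also exceeds the larger of the SD here and the paper's error.

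The paper's signals of Fabp4 in Table 2 are 8594.94 for vehicle and 10814.46 for BPA, and those found here at the probe set it prints are 666.017 and 1095.83. Of the alternatives set before the data were examined, another probe set of Fabp4 has values that do not differ, 7674.6 and 10098.2. With that probe set and 5 arrays per group, chosen after seeing the values, they are 8594.94 and 10814.5. The paper's values of Pparg, 618.64 and 1463.74, are those of 5 arrays per group here, chosen after seeing the values, and the 6 arrays gave means of 738.883 and 1292.2. On those 5 arrays per group the exact permutation test gave p = 0.0159 for Pparg and for that probe set of Fabp4, below the paper's limit as in the paper, with log2 changes of 1.39 and 0.33 and adjusted p of 0.448 and 0.914 from limma. For Pparg the arrays left out held the highest vehicle signal, 1340.1, and the lowest BPA signal, 434.5. Leaving these out widens the change by construction, so its p is not a test of it. For Fabp4 they held the lowest signal of each group, 3072.9 and 6517.

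The paper assigns 459 genes of the epithelium to clusters 2, 3 and 5, and 1418 probe sets had such a pattern here. Of the alternatives set in advance, signals of at least 100 in a group (599), 1 probe set per gene (551) and average linkage (436) do not differ, and the union of the contrasts, genotype terms, quantile normalization, the replicate block and Ward linkage do (731 to 2647). The paper's cluster 1 of the stroma holds 790 genes and 294 probe sets here, and the union of the contrasts (755) does not differ. Its cluster 2 holds 165 and 454 here, where signals of at least 100 (119) and 1 probe set per gene (171) do not differ. Its cluster 3 holds 243 and 81 here, where the union (194) and quantile normalization (245) do not differ. In the epithelium its cluster 1 holds 1218 and 54 here, where quantile normalization (852) does not differ. Its cluster 5 holds 189 and 1109 here, where again quantile normalization (211) does not differ. The other alternatives that yielded a cluster of the pattern differ in each of these.

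The paper's procedure for ERα-dependent genes left 266 genes, and 2087 gene symbols passed here. Each of the alternatives set in advance differs, from 635 with signals of at least 100 in a group to 2975 with Student's test. A first step of fold change alone, as the paper words it, was not among them. The paper gives 2 as the upper limit of the 3′ to 5′ ratio, and the highest ratio of Gapdh here is 20.82, with no alternative set for it. That of b-actin was above 2 on 0 of 36 arrays (highest 1.439), and the paper's text does not name the control used.

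The paper states significant changes for Tnc and other matrix genes of Table 1, for the genes of Table 2 and for Birc2 and Abl1 of Table 3, gives Syvn1 no mark of significance and lists Table 5 by ratios, and limma called 0 of 18 comparisons at an adjusted p under 0.05. The methods' t-test at unadjusted p under 0.05, the threshold of the paper, called Tnc, Vcan, Col5a3, Ccnd1, Hcar1, Birc2, Syvn1, Abl1, Met after EE2 and Trim29 after both exposures in at least 1 of its forms (Welch or Student, on log2 or linear values), as well as Zyx after EE2. Pparg, Fabp4, Tgm2 after both exposures, Met after BPA and Zyx after BPA were not called by any form on all arrays. The signal intensities of Tables 1 and 3 and of Hcar1 and the ratios of Table 5 do not differ from those here. The paper states that the ERα transcript was seen only in the stroma of ERα(+/+) mice, and 25 of 28 entries of Table 4 have the paper's category here. Esr1 falls in a higher category in vehicle ERα(+/+) stroma (216), Gper1 in vehicle ERα(+/+) epithelium (115) and Nr3c1 in vehicle ERα(−/−) epithelium (583). With other probe sets 27 of 28 match.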

Other observations

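The test of ribosomal protein genes, the relabelling of the share of separating patterns and the counts of other groupings for exposures, genotypes and interactions were chosen only after the result was seen.

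Gata3, Elf5 and Pgr were expressed more in the epithelium of the fetal gland than in its peri-ductal stroma, while mammary bud and branching genes as a list did not stand apart. Gata3, a regulator of the luminal lineage, had a log2 change of −5.48 from epithelium to stroma (standard error 0.38, adjusted p = 1.53e-08 from limma), Elf5, a factor of the alveolar lineage, −5.17 (0.47, 2.9e-07), and Pgr, the progesterone receptor, −4.83 (0.50, 9.6e-07). Of 50 mammary bud and branching genes 8 were higher and 20 lower in the stroma (8 and 21 when adjusted over the list alone), and of 37 estrogen-responsive genes 6 and 15 (7 and 16). Their medians lay at −0.04 and 0.02 against all genes, with adjusted p of 0.267 and 0.138 from camera. Proliferation genes were lower in the stroma, 36 of 45 with none higher (42 when adjusted over the list alone), among them Hells with −2.30, Aurka with −1.55 and Cenpf with −1.50. Their median lay at −0.66 (adjusted p = 2.66e-12 from camera, adjusted p = 0.125 with an estimated correlation). Of 65 splicing genes 30 were lower (41 when adjusted over the list alone, camera adjusted p = 6.64e-07, adjusted p = 0.356 with an estimated correlation).

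Matrix and fat genes were higher in the stroma. Of 69 extracellular matrix genes 44 were higher and 5 lower (45 and 6 when adjusted over the list alone), with a median of 1.38 above all genes and Mfap4 at 2.96 and Loxl1 at 1.85 (camera adjusted p = 2.76e-26, adjusted p = 0.012 with an estimated correlation). Of 55 adipogenesis genes 38 were higher and 4 lower (41 and 4), with Lep at 2.79 and Pparg at 2.25 (camera adjusted p = 3.94e-22, adjusted p = 0.0414 with an estimated correlation). Of 14 smooth muscle and pericyte markers 8 were higher, with Rgs5 at 2.30 (8 higher and 1 lower over the list alone, camera adjusted p = 7.35e-06, 0.0153 as adjusted p with an estimated correlation). Of 152 focal adhesion genes 37 were higher and 30 lower (40 and 36, camera adjusted p = 0.00283, adjusted p = 0.485 with an estimated correlation). Anti-apoptotic genes had 1 higher and 11 lower of 38 (1 and 13), pro-apoptotic genes 2 and 11 of 48 (2 and 11), preadipocyte genes 3 and 5 of 13 (4 and 6), stress genes 5 and 12 of 37 (8 and 14) and cholesterol synthesis 2 and 6 of 21 (2 and 6). Oxidative phosphorylation had 0 and 1 of 66, ribosomal protein genes 0 and 3 of 38, erythroid markers 4 and 1 of 12, skeletal muscle markers 1 and 0 of 22, Schwann cell markers 2 and 3 of 14 and keratinised epidermis markers 1 and 1 of 18.

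After BPA in the epithelium, more probe sets had a higher than a lower signal. Across probe sets, which are not independent replicates, the BPA change in the epithelium was compared with the slope on the array median in the stroma. They correlated at r = 0.273675, between the limits of 0.1 and 0.3 set for it. The slopes of the stroma and of the epithelium correlated at only 0.265901 with each other. The upper limit may thus be out of reach even for brightness alone, and array brightness and BPA cannot be told apart here. The 38 ribosomal protein genes had a median change of 0.1871 (standard error 0.0487) against 0.6066 for all genes, and 241 other genes as bright had 0.1327, so bright genes moved little whether ribosomal or not, and a like rise of all transcripts cannot be told apart here from a rise of some. The 3′ to 5′ ratio of Gapdh was also lower in the BPA than in the vehicle epithelium, and its part was not tested. An effect of BPA on some epithelial transcripts stays open.

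The exposure groups separated after selection of probe sets by ANOVA. Of 100 labellings of the arrays, the real one included and selected in the same way, 30 separated by their labels at least as well as the real one in the stroma and 94 in the epithelium (mean silhouette widths 0.202 and 0.119), and over all probe sets, without selection, 57 and 6. Separation after selection is therefore seen with labels that are not the exposures, and a real effect is not excluded. The real labels selected 4983 probe sets in the epithelium against a median of 1647, and how the width depends on this number was not tested. The share of separating patterns differed by 24.16 points between stroma and epithelium, and 18 of 100 labellings, the real one included, gave a difference as large. With the pattern low after BPA alone counted too, it differed by 30.74 points, and 6 of 100 gave a difference as large.

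The BPA and EE2 changes correlated more in the epithelium than in the stroma, by 0.07922 in r. The difference was 0.05106 with the vehicle arrays split and 0.07805 after quantile normalization. As the reported difference already lay below the limit of 0.1 set for both tests, shared vehicle arrays and array brightness cannot be told apart from a difference in response. The simulated r of unchanged groups with shared vehicle arrays spanned 0.00147 to 0.846 in the stroma and −0.0641 to 0.840 in the epithelium.

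Other groupings of the samples into groups of the same sizes tested whether chance can be excluded, with counts that include the real grouping. It can for the comparison of compartments (9607 probe sets, highest other 2, 1 of 100 as large). For the ANOVA of the epithelium (4983, highest other 5810) 2 of 100 were as large, without adjustment for the number of such tests. That count is from values without quantile normalization, after which 3016 were selected. The groupings therefore cannot tell exposure from array brightness there. Chance cannot be excluded for the ANOVA of the stroma (1760, highest other 4816, 70 of 100 as large), for EE2 in the epithelium (1, highest other 6, 18 of 100) or for genotype in the stroma (1, highest other 1, 9 of 100). For the counts of 0 each of 100 groupings is as large. The highest others were 5, 2 and 2 in the stroma for BPA, EE2 and BPA against EE2, and 5 and 4 for the interactions with BPA and EE2. In the epithelium they were 8 for BPA, 3 for BPA against EE2, 2 for genotype, and 86 and 69 for the interactions with BPA and EE2. In ERα(+/+) mice alone the 10 groupings are too few, with 0 called and highest others of 20 for BPA and 2 for EE2 in the stroma, and 17 and 76 in the epithelium. Why a few groupings call many probe sets where the real one calls 0 was not tested.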
